# Receptor tyrosine kinases modulate distinct transcriptional programs by differential usage of intracellular pathways

**DOI:** 10.7554/eLife.07186

**Published:** 2015-05-07

**Authors:** Harish N Vasudevan, Pierre Mazot, Fenglei He, Philippe Soriano

**Keywords:** RTK, PDGF, FGF, transcription, craniofacial development, mouse

## Abstract

Receptor tyrosine kinases (RTKs) signal through shared intracellular pathways yet mediate distinct outcomes across many cell types. To investigate the mechanisms underlying RTK specificity in craniofacial development, we performed RNA-seq to delineate the transcriptional response to platelet-derived growth factor (PDGF) and fibroblast growth factor (FGF) signaling in mouse embryonic palatal mesenchyme cells. While the early gene expression profile induced by both growth factors is qualitatively similar, the late response is divergent. Comparing the effect of MEK (Mitogen/Extracellular signal-regulated kinase) and PI3K (phosphoinositide-3-kinase) inhibition, we find the FGF response is MEK dependent, while the PDGF response is PI3K dependent. Furthermore, FGF promotes proliferation but PDGF favors differentiation. Finally, we demonstrate overlapping domains of PDGF-PI3K signaling and osteoblast differentiation in the palate and increased osteogenesis in FGF mutants, indicating this differentiation circuit is conserved in vivo. Our results identify distinct responses to PDGF and FGF and provide insight into the mechanisms encoding RTK specificity.

**DOI:** http://dx.doi.org/10.7554/eLife.07186.001

## eLife digest

Cells produce many different proteins that play a variety of important roles. For example, proteins called receptor tyrosine kinases can detect particular molecules and send signals to other parts of the cell to regulate the activity (or “expression”) of genes involved in cell division, movement, and other processes.

Humans have 58 receptor tyrosine kinases, and defects in these proteins have been linked to diseases such as cancer and diabetes. However, many different receptors regulate the activities of shared sets of genes, so it is not clear how an individual receptor can specifically control the genes involved in a particular process.

Two receptor tyrosine kinases called PDGFR and FGFR are crucial for the development of the face, palate, and head in humans and other animals. Vasudevan et al. used a technique called RNA-sequencing to find out which genes are regulated by these receptors in mouse palate cells. The experiments show that there is a common set of genes whose activities change quickly—within 1 hour—in response to the activation of either PDGFR or FGFR. However, several hours later, cells in which PDGFR is activated have different patterns of gene expression compared to those with active FGFR.

Vasudevan et al. also found that FGFR promotes cell division, while PDGFR promotes the changing of palate cells into different types with more specialized roles. These different outcomes arise because PDGFR and FGFR use different signaling pathways that involve distinct proteins. For example, a protein called PI3K is critical for changes in gene expression in response to PDGFR but not FGFR.

These results suggest that PGDRF and FGFR control different cellular processes in the palate by sending distinct signals into the cell. Understanding the receptor tyrosine kinases and the networks of genes they activate will help us to identify the signals that are important for other processes, such as the development of the face.

**DOI:** http://dx.doi.org/10.7554/eLife.07186.002

## Introduction

Receptor tyrosine kinases (RTKs) signal through a shared set of intracellular pathways, including extracellular signal-related kinase (ERK) and phosphatidylinositol 3-kinase (PI3K), yet the in vivo functions directed by different RTKs can be quite distinct, raising the question of how specific cellular responses are elicited (Lemmon and Schlessinger, 2010). Several models have been put forth to explain how RTKs encode specificity (Hunter, 2000; Simon, 2000; Pawson, 2004; Volinsky and Kholodenko, 2013). In concept, distinct responses may be encoded by modulation of individual pathways downstream of receptor activation, with each pathway regulating a specific outcome. Alternatively, many cellular responses may require integration from multiple input pathways, and signal specificity could arise from this unique combination of pathways. Analysis of mice harboring point mutations to disrupt binding of specific effector proteins to RTKs suggests both these models may apply in vivo; platelet-derived growth factor (PDGF) Receptor α (*Pdgfra*) mutants display effector-specific phenotypes in line with the former model (Klinghoffer et al., 2002), but PDGF Receptor β (*Pdgfrb*) mediated outcomes require combined output across multiple pathways, consistent with the latter model (Tallquist et al., 2003). In addition, quantitative differences in the duration and magnitude of signal induction provide an added layer of regulatory complexity (Marshall, 1995). At the transcriptional level, one outcome of RTK activation is the expression of immediate early genes (IEGs) (Cochran et al., 1983; Lau and Nathans, 1987). Studies in cell culture have suggested IEGs constitute a generic readout of RTK activation with minimal specificity at the receptor or intracellular effector level (Fambrough et al., 1999), but genetic experiments in mice indicate a degree of IEG specificity (Schmahl et al., 2007). Therefore, a central goal remains to delineate RTK responsive transcriptional programs, identify the key signaling parameters encoding their regulation, and determine how these gene expression profiles dictate cellular decisions.

Many components of RTK signaling play important roles in mammalian craniofacial development (Bentires-Alj et al., 2006; Newbern et al., 2008; Fantauzzo and Soriano, 2015). In particular, PDGF and FGF signaling are both essential for midface development. In mice, loss of *Pdgfra* (Soriano, 1997) or its ligands *Pdgfa* and *Pdgfc* (Ding et al., 2004) results in facial clefting, and mice harboring a mutation abrogating PI3K binding to PDGFRα mirror these craniofacial phenotypes, implicating PI3K as the main effector of PDGFRα signaling (Klinghoffer et al., 2002). In addition, both *Pdgfra* (*Wnt1-Cre*; *Pdgfra*^*fl/fl*^) (Tallquist and Soriano, 2003) and FGF receptor 1 (*Wnt1-Cre; Fgfr1*) (Trokovic et al., 2003; Wang et al., 2013) neural crest conditional mutants exhibit cleft face, indicating both pathways are required for normal development of the neural crest derived facial skeleton. At the intracellular pathway level, previous work has implicated ERK as a key effector downstream of FGF signaling (Lanner and Rossant, 2010). Furthermore, mutations in both PDGF and FGF signaling have been linked to craniofacial syndromes in humans (Choi et al., 2009; Miraoui and Marie, 2010; Rattanasopha et al., 2012). Interestingly, chimeric receptor experiments in mice have shown that the intracellular domain of *Fgfr1* cannot compensate for *Pdgfra* during development, suggesting these two receptors transmit biologically distinct signals in vivo (Hamilton et al., 2003). The midface thus offers a unique opportunity to interrogate the mechanisms of signal specificity between these two RTKs in a developmentally relevant system.

Given the requirement for PDGF and FGF signaling in the development of the neural crest derived midface, we sought to compare the gene expression programs regulated by these two RTKs. The architecture of the transcriptional response to RTK activation consists of three stereotypic waves: an IEG response involving core transcriptional regulators (*Fos*, *Jun*, *Egr*), a delayed response playing a feedback role (phosphatases, RNA-binding proteins), and a late sustained response determining cellular outcome (Amit et al., 2007; Avraham and Yarden, 2011). However, the degree of conservation between genes regulated in each wave across different RTK families is unclear. Furthermore, although classic feedback regulators of mitogen-activated protein kinase (MAPK) pathways have been described, such as dual-specificity phosphatases (DUSPs) for ERK and c-Jun N-terminal kinase (JNK) (Li et al., 2007; Owens and Keyse, 2007), the extent of effector-dependent transcription genome-wide is not well characterized.

In the present work, we compare the transcriptional response to PDGF and FGF signaling in E13.5 mouse embryonic palatal mesenchyme (MEPM) cells. Although both PDGF and FGF are required in the neural crest for craniofacial development, we find distinct transcriptional programs, effector dependencies, and cellular outcomes in response to each RTK. While many genes in the early wave are shared across the two RTKs, FGF induces a quantitatively stronger response than PDGF. In addition, the feedback control provided by the delayed transcriptional wave displays distinct characteristics in response to PDGF and FGF. By exploring the effect of MEK/ERK and PI3K inhibition on these RTK-regulated gene expression profiles, we find PDGF-mediated transcription displays greater PI3K dependence, while FGF-mediated gene expression programs predominantly require ERK activity. This relationship is conserved at the level of cellular outcome, with FGF driving proliferation but PDGF promoting PI3K-dependent differentiation. Finally, we show overlapping domains of PI3K signaling, PDGF target gene expression, and skeletal differentiation during palatogenesis in vivo, a process perturbed in *Fgfr1* conditional mutants. Taken together, our studies suggest unique roles for PDGF and FGF during development of the facial skeleton, and more broadly, demonstrate that distinct transcriptional responses to RTK signaling are encoded through qualitative and quantitative differences in intracellular pathway activation.

## Results

### PDGF and FGF have distinct patterns of effector activation and transcriptional responses in E13.5 MEPMs

Since neural crest conditional loss of either *Fgfr1* or *Pdgfra* leads to clefting, we chose to perform RNA-seq on E13.5 MEPMs treated with either PDGFA or FGF1 + heparin to identify the gene expression programs regulated by each signaling pathway (Figure 1A). 

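MEPM cells are primary mesenchymal cells of the E13.5 mouse palatal shelves, held overnight in low serum before ligand was added. For the 4 hr comparison, 3 samples from independent litters received PDGFA at 30 ng/mL and 3 received FGF1 at 50 ng/mL with heparin at 1 ug/mL. Poly-A RNA was sequenced, and the authors aligned the reads to mm10 with TopHat and calculated FPKM with Cuffdiff, which pools the replicates of a condition. The deposited values are therefore 1 FPKM per gene and condition. No spread between replicates could be calculated from them, no test was run, and the reads behind each value are unknown from the table, although the paper gives a range of reads per sample. All comparisons are plain ratios of FPKM among genes with FPKM above 1 in at least 1 of the compared conditions, or without that minimum within the paper's own gene lists, and a gene is counted as higher or lower at a ratio of 1.5-fold or more. Gene lists fixed in advance, before the deposited table was read but after values in the paper's supplement had been seen, were compared by the median log2 ratio of their members, and a list is said to stand apart when this median is at least 0.3 in size and lies in the outermost 0.5% on either side of 10000 random lists of genes with like mean expression, which describes these libraries and is no test of replicates. The cells expressed *Fgfr1* and the genes of both PDGF receptors, of which *Pdgfra* was the lower. *Fgfr1* was at 44.2 FPKM with PDGF and 46.3 with FGF, *Pdgfra* at 3.3 and 2.57, and *Pdgfrb* at 74.5 and 83.2. *Osr1*, a transcription factor of the palatal mesenchyme, was at 51.9 FPKM with PDGF and 31.8 with FGF, and *Runx2*, which drives osteoblast commitment, at 7.77 and 8.25. Markers of epithelium, endothelium and blood cells were low. The highest marker of epithelium, *Krt18*, reached 8.59 FPKM, that of endothelium, *Kdr*, 4.39, that of macrophages and blood cells, *Lyz2*, 1.71, and that of red blood cells, *Alas2*, 0.349, in any of the 10 conditions studied. *Acta1*, a skeletal muscle actin, reached 21.6 FPKM, while 4 of 8 muscle markers stayed at or below 1. *Stmn2*, a neuronal microtubule protein, reached 76.4 FPKM, and 4 of 8 neuron and glia markers stayed at or below 1.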

MEPMs express many essential markers of the palatal mesenchyme and have been previously used to study responses to many pathways (Bush and Soriano, 2010; Iwata et al., 2012; Fantauzzo and Soriano, 2014), including PDGF and FGF (Vasudevan and Soriano, 2014). We performed RNA-seq at 1 and 4 hr following ligand treatment in order to characterize both the early and late responses to PDGF and FGF signaling (Supplementary File 1). In the samples submitted for sequencing, both PDGF and FGF induced a robust phospho-ERK (pERK) response at 15 min (Figure 1—figure supplement 1A), and MEPMs generated from *Pdgfra-GFP* (Hamilton et al., 2003) and *Fgfr1-CFP* (to be described elsewhere) knockin reporter embryos display expression of each receptor at the protein level in all cells (Figure 1—figure supplement 1B), further validating MEPMs as a suitable system to study RTK responses.

**Figure 1.**
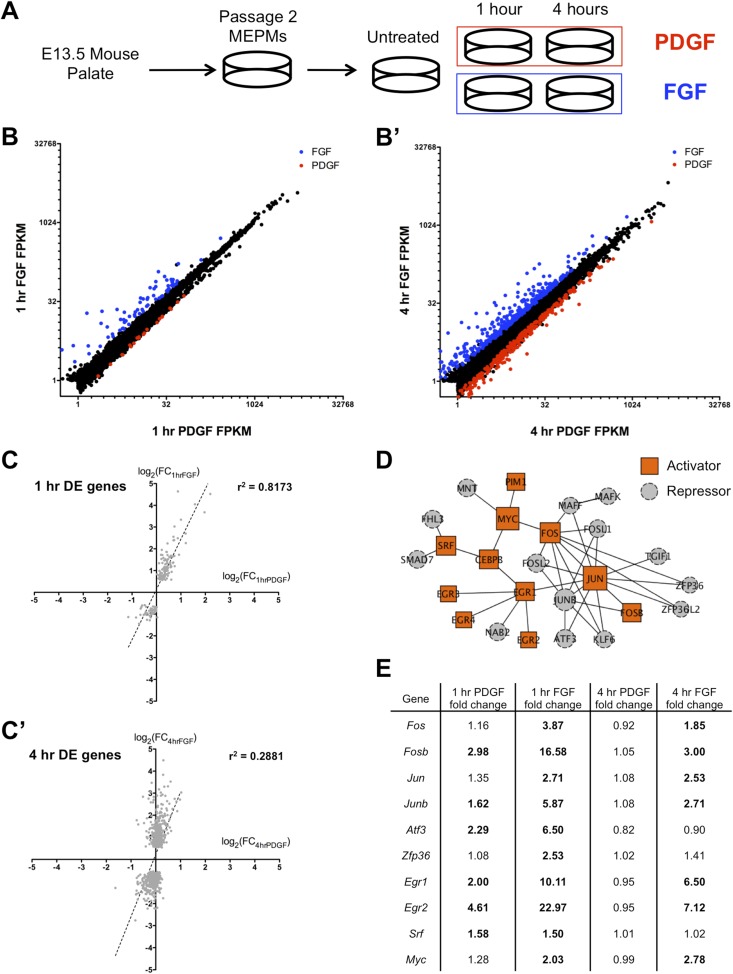
FGF and PDGF stimulation result in distinct transcriptional responses. (**A**) Mouse embryonic palatal mesenchyme (MEPM) cells were dissected from E13.5 embryos, passaged twice, and then serum starved overnight prior to stimulation with either PDGFAA or FGF1 + heparin. (**B**) Expression of all genes with FPKM (fragments per kilobase of exon per million reads mapped) >1 at 1 hr (11,217 genes) and (**B'**) 4 hr (11,266 genes). Genes colored blue are significantly increased with fibroblast growth factor (FGF) treatment and genes colored red are significantly increased with platelet-derived growth factor (PDGF) treatment. Values plotted on log_2_ scale. (**C**) Fold change (FC) comparison for all differentially expressed (DE) genes at (**C**) 1 hr or (**C'**) 4 hr (compared to serum starved sample) shows high correlation between the transcriptional response to each growth factor at 1 hr but low correlation at 4 hr. (**D**) Protein–protein interaction (PPI) network for all genes upregulated at 1 hr contains many classic immediate early genes (such as AP-1 components, *Myc*, and *Srf*). Genes are colored based on their primary reported role in transcriptional regulation (22, 23), with orange squares representing activators and gray circles representing repressors. (**E**) FC (compared to untreated sample) for selected genes upregulated at 1 hr. Genes in bold are induced >1.5-fold in response to the indicated growth factor. Although both PDGF and FGF regulate many shared targets, the induction in response to FGF exhibits greater magnitude (*Fos*, *Fosb*, *Junb*, *Atf3*, *Egr1*, *Egr2*) and longer duration (*Fos*, *Fosb*, *Jun*, *Junb*, *Egr1*, *Egr2*). **DOI:** http://dx.doi.org/10.7554/eLife.07186.003

**Figure 1—figure supplement 1.**
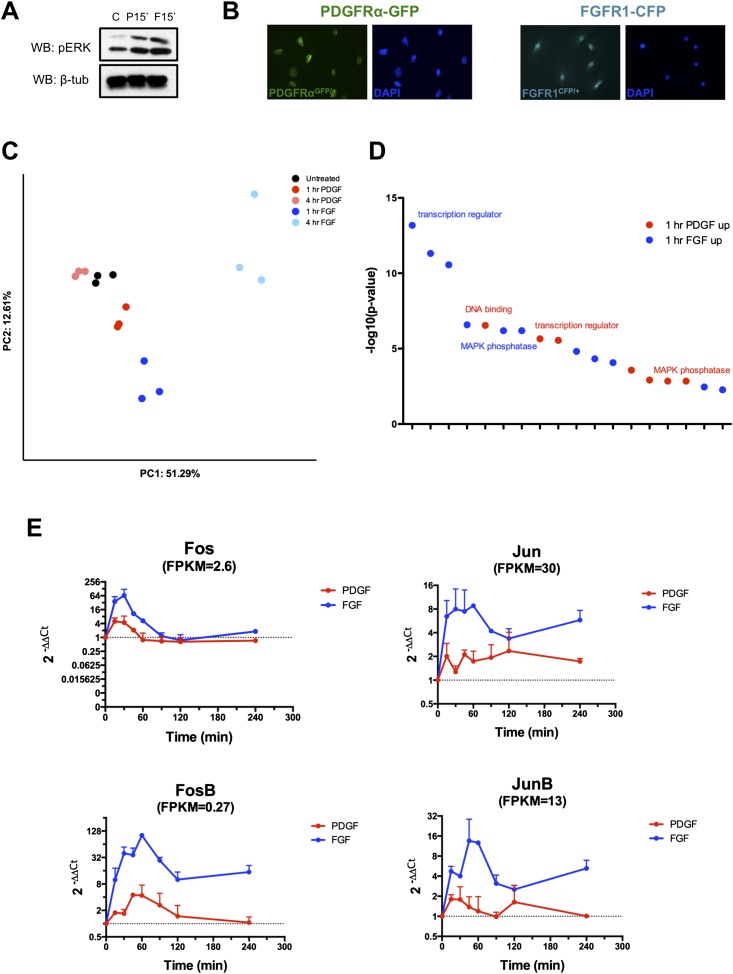
Characterization of E13.5 MEPMs and transcriptional response to PDGF and FGF signaling. (**A**) In the samples submitted for RNA-seq, both PDGF and FGF induce robust pERK responses at 15 minutes. (**B**) MEPMs derived from either *Pdgfra-GFP* or *Fgfr1-CFP* knockin reporter embryos express each receptor in all cells, confirming MEPMs are a homogenous cell population at the level of PDGF and FGF receptor expression. (**C**) Principal component analysis (PCA) reveals distinct responses to PDGF and FGF signaling, with the first principal component (51.29% of variance) segregating conditions based on ligand treatment and the second principal component (12.61% of variance) separating samples based on duration of stimulation. (**D**) Gene ontology analysis (molecular function) on genes induced at 1 hr reveals an overrepresentation of transcription factors and MAP kinase phosphatases (DUSPs). (**E**) Validation of selected transcription factors by qPCR confirms greater magnitude and duration of induction by FGF compared to PDGF. **DOI:** http://dx.doi.org/10.7554/eLife.07186.004

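At 4 hr, the mRNAs with the largest excess in FGF-treated over PDGF-treated cells included some of signaling and matrix proteins. This ranking was made among genes with FPKM of at least 5 in the higher condition. *Arc*, an immediate early gene, was 12.4-fold higher with FGF, at 8.52 against 0.686 FPKM. *Sema7a*, a membrane-anchored semaphorin, was 11.6-fold higher, *Rgs16*, which shuts off G protein signals, 9.74-fold, *Hbegf*, a ligand of the EGF receptor, 7.71-fold, *Nppb*, which encodes a natriuretic peptide, 7.61-fold, and *Spp1*, which encodes the bone matrix protein osteopontin, 7.14-fold. In the other direction, *Dhrs3*, a retinaldehyde reductase, was 4.76-fold higher with PDGF, and *Fgf18*, a growth factor of the developing skeleton, 4.66-fold, at 15.7 against 3.37 FPKM. *Wscd2* was 3.01-fold higher with PDGF, *Rasl11b*, which encodes a small GTPase of the Ras family, 2.84-fold, *Armcx6* 2.78-fold and *Wdr6* 2.69-fold. Of 11598 genes with FPKM above 1 in either condition, 507 were higher with FGF and 763 were higher with PDGF, and the median log2 ratio over all of them was -0.02. These counts follow the size of the ratio alone, and small ratios among weakly expressed genes are included. With FPKM of at least 5 in the higher condition, 341 genes were higher with FGF and 427 with PDGF. The balance turns at a rule of 2-fold, with 171 higher with FGF and 123 with PDGF.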

We first plotted the expression of all genes with FPKM (fragments per kilobase of exon per million reads mapped) values >1 at both 1 hr (Figures 1B and 4 hr (Figure 1B'); although only a small number of genes are differentially regulated between the 1-hr PDGF and 1-hr FGF samples (Cuffdiff q < 0.1, Supplementary File 2; Trapnell et al., 2010), the difference in the response to these two growth factors is much greater at 4 hr. Consistent with this observation, visualization of all replicates by principal component analysis (PCA) (Figure 1—figure supplement 1C) revealed that the 1-hr PDGF and 1-hr FGF samples cluster together, but the 4-hr FGF replicates are distinctly separate from the 4-hr PDGF samples. 

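Genes for secreted signals and matrix proteolysis were higher with FGF than with PDGF at 4 hr. Of 12 measured genes of cytokines and prostaglandin synthesis, 9 were higher with FGF and none was lower (median log2 ratio 0.90). *Ptgs2*, the inducible cyclooxygenase, was at 149 FPKM with FGF and 21 with PDGF, and the chemokine gene *Ccl2* at 56.2 and 20.8. Of 6 genes of plasminogen activation, 5 were higher with FGF (median log2 ratio 1.18), among them *Plaur*, the urokinase receptor, at a log2 ratio of 1.59. Genes of ribosome biogenesis were higher with FGF in 11 of 23 cases (median log2 ratio 0.58), such as the nucleolar helicase gene *Ddx21* at 61.1 against 35.7 FPKM. The YAP-TEAD target genes *Ankrd1*, *Ccn1* and *Ccn2* were higher with FGF at log2 ratios of 1.17, 0.69 and 0.85, and *Amotl2* of the same list was lower, at -0.88 (median over 8 genes, 0.38). FOXO target genes had a median log2 ratio of -0.34, with 3 of 12 lower with FGF, among them *Pik3ip1*, an inhibitor of PI3K, at 12.5 against 22.4 FPKM. The reference genes had a median log2 ratio of -0.03, and 0 of 9 passed the size rule in either direction. Across 12298 genes, log2(FPKM + 1) of the 4 hr FGF and 4 hr PDGF conditions had a Pearson r of 0.980, a value across genes within a pair of pooled conditions, in which genes are not independent replicates.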

Comparing the stimulated MEPMs to untreated cells, genes differentially regulated at 1 hr by either PDGF or FGF (Supplementary File 2) show high correlation (r^2^ = 0.8173, Figure 1C), but by 4 hr, the two RTK signals are divergent (r^2^ = 0.2881, Figure 1C'). In addition, the genes regulated by PDGF at 1 hr (n = 40) form a subset of those genes regulated by FGF at 1 hr (n = 159), further highlighting the similarity within the early response to both growth factors. Gene ontology analysis (Huang et al., 2009) of the genes induced at 1 hr revealed an enrichment of transcription factors and MAP kinase phosphatases downstream of both RTKs (Figure 1—figure supplement 1D, p < 0.001), similar to previous descriptions of the response to RTK activation (Amit et al., 2007; Avraham and Yarden, 2011). To better visualize the organization of these targets, we constructed a protein–protein interaction (PPI) network from the genes regulated at 1 hr; in constructing this network, we only included direct interactions between proteins (path length = 1) and excluded predicted interactions (Berger et al., 2007; Chen et al., 2012). The resulting network contains 25 upregulated genes (out of 113 total induced genes), including many classic components of the IEG response, such as activator protein-1 (AP-1) subunits (*Fos*, *Jun*) and their regulators (*Zfp36*, *Atf3*) as well as *Myc*, *Egr1-4*, and *Srf* (Figure 1D). Closer inspection revealed that many shared target genes within this network are regulated to both a stronger magnitude and longer duration following FGF treatment compared to PDGF treatment (Figure 1E). Indeed, *Fos*, *Fosb*, *Jun*, and *Junb* all exhibit differences in signal magnitude and/or duration in response to FGF, as validated by qPCR (Figure 1—figure supplement 1E). In sum, the two RTKs induce a similar gene expression profile at 1 hr (Figure 1C), as evidenced by the high-correlation coefficient and overlap between genes differentially regulated by PDGF and FGF at 1 hr. However, FGF drives a quantitatively stronger early response with many transcription factors showing both a stronger magnitude and greater duration of induction in response to FGF compared to PDGF (Figure 1E), which may explain in part the divergent gene expression profiles observed at 4 hr.

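At 4 hr, most of the immediate early genes that the paper names in this network were higher with FGF than with PDGF. *Egr1*, a zinc finger transcription factor induced by ERK, lies on chromosome 18 of GRCm38 from 34861207 to 34864956 and was 6.87-fold higher, at 76.1 against 11.1 FPKM. Its relatives *Egr2* and *Egr3* were 7.52-fold and 6.47-fold higher. *Fos*, an AP-1 subunit on chromosome 12 of GRCm38 from 85473890 to 85477274, was 2.02-fold higher, at 5.01 against 2.48 FPKM, *Jun* on chromosome 4 of GRCm38 from 95049036 to 95052222 was 2.34-fold higher, at 78 against 33.3 FPKM, and *Junb* was 2.51-fold higher. *Fosb* stayed below an FPKM of 1 with either ligand, at 0.834 with FGF and 0.293 with PDGF. *Egr4* was at 0.281 and 0.0425 FPKM. *Myc*, which drives growth and ribosome production, was 2.82-fold higher with FGF, at 74.9 against 26.6 FPKM. The ratio stayed under 1.5-fold for *Atf3* (7.77 and 7.07 FPKM), for *Zfp36*, which encodes a protein that destabilizes mRNA (19.8 and 14.2), and for *Srf* (29.7 and 29.2). As lists fixed in advance, the AP-1 genes stood apart with 5 of 9 higher with FGF and a median log2 ratio of 1.01, led by *Fosl1* at 29.1 against 4.6 FPKM, and the EGR, NR4A and other immediate early genes with 9 of 16 higher and a median of 0.88. From the stronger and longer induction of many transcription factors by FGF, the paper proposes a partial explanation of the divergent profiles at 4 hr.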

### Differential roles for the delayed transcriptional response in regulation of signaling downstream of FGF and PDGF

Given the importance of MEK/ERK and PI3K/Akt signaling downstream of these RTKs during development (Klinghoffer et al., 2002; Corson et al., 2003; Lanner and Rossant, 2010; Fantauzzo and Soriano, 2014), we analyzed pERK and pAkt activation following FGF and PDGF stimulation in MEPMs (Figure 2A). Consistent with the stronger response to FGF treatment in the gene expression data, the FGF-induced pERK response displays both a higher magnitude and longer duration of activation compared to the PDGF-induced pERK signal. In contrast, both FGF and PDGF induce similar patterns of pAkt activation, but the magnitude of the PDGF-pAkt induction is slightly greater. The FGF-pERK signal is apparent up to 6 hr following growth factor treatment (Figure 2—figure supplement 1A), and increasing the dose of PDGFA ligand did not alter the kinetics of pERK activation (Figure 2—figure supplement 1B). To better understand differences in the response to PDGF and FGF, we performed gene ontology analysis for the molecular function of genes that are differentially expressed (DE) between 4-hr PDGF treatment and 4-hr FGF treatment (Figure 2B, p < 0.001) (Huang et al., 2009). The top results for genes enriched following FGF treatment are sets associated with modulation of signaling, such as protein kinases and GTPase regulators, which may function as activators of Ras to promote MEK/ERK signaling. 

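Of the GTPase regulator genes, *Rgs16* had the largest excess with FGF. It was at 20.4 FPKM with FGF and 2.09 with PDGF, and *Plk3*, a polo-like kinase gene, was at 14 and 6.38. Of the 29 genes that the paper's table gives under protein kinases, 28 were higher with FGF by 1.5-fold or more, with a median log2 ratio of 0.85. Of its 21 GTPase regulators, 20 were higher, with a median of 0.79. Another group in that table, genes of EGF receptor binding, held *Hbegf*, *Ereg*, *Tgfa*, *Vav3* and *Socs5*, and all 5 were higher with FGF. *Ereg*, which encodes the EGF receptor ligand epiregulin, was at 11.2 FPKM with FGF and 2.2 with PDGF, *Tgfa*, which encodes TGF-alpha, at 2.93 and 1.42, and *Hbegf* at 121 and 15.7. The EGF receptor ligands, a list fixed in advance, stood apart with all 4 measured genes higher with FGF and a median log2 ratio of 2.64. The largest was *Areg*, which encodes amphiregulin, at 2.18 FPKM with FGF and 0.0947 with PDGF. The study chose the kinase, GTPase regulator and EGF receptor binding groups on these samples from genes already called higher with FGF, so their direction is not independent evidence. The list of EGF receptor ligands shares genes with the last group, *Hbegf* and *Ereg* among them, so its shift is not independent evidence either.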

Transcriptional feedback regulation of RTK signaling is well established, particularly the role of DUSPs providing negative feedback for MAPK signaling (Amit et al., 2007; Li et al., 2007; Owens and Keyse, 2007). Indeed, many DUSPs (MAPK phosphatases) are induced in response to both PDGF and FGF treatment at 1 hr (Figure 1—figure supplement 1D), but FGF alone induces the expression of kinases and GTPase regulators at 4 hr, suggesting a distinct role for the FGF response in regulating MEK/ERK activity. 

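At 4 hr, phosphatases that switch off ERK were the most different of the MAP kinase phosphatases. *Dusp5* was 6.39-fold higher with FGF than with PDGF, at 20.5 against 3.21 FPKM, *Dusp6*, on chromosome 10 of GRCm38 from 99263231 to 99267489, was 4.74-fold higher, at 51.8 against 10.9, and *Dusp4* was 4.11-fold higher, at 25.5 against 6.2. *Dusp10* and *Dusp1*, whose products act mainly on JNK and p38, were 2-fold and 1.6-fold higher. These 5 genes make up the MAP kinase phosphatase group of the paper's table, which the study chose on these samples, so that the direction shared by all 5 is not independent evidence. Of 12 genes of ERK feedback fixed in advance, 9 were higher with FGF and none was lower, with a median log2 ratio of 1.21. Besides the phosphatases, *Errfi1*, which encodes an inhibitor of the EGF receptor, was 6.84-fold higher. Because this list shares phosphatases with the paper's group, its shift is not fully independent evidence. All 3 genes of the ETV (PEA3) transcription factors, which act downstream of FGF signaling, were higher with FGF. *Etv4* was at 15.3 against 5.71 FPKM and *Etv1* at 1.67 against 0.726. *Etv5*, of whose 31-base words 30.3% occur in other genes, was at 22.8 against 12.5.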

We, thus, performed Western blots in the presence of cycloheximide following both PDGF and FGF treatment to determine the effect of inhibiting protein synthesis (and consequently, the delayed transcriptional response) on ERK activation. Consistent with previous work exploring the role of DUSP-mediated negative feedback (Amit et al., 2007), cycloheximide treatment increased the duration of the PDGF-pERK response (Figure 2C). However, we observed the opposite effect of cycloheximide treatment on the FGF-pERK response (Figure 2C'), suggesting a positive feedforward loop in which FGF induces the expression of kinases and GEFs to modulate the ERK response in addition to activating ERK directly. To further explore the architecture of the late FGF response, we constructed a PPI network from genes increased at 4-hr FGF stimulation compared to 4-hr PDGF treatment. The FGF network (Figure 2—figure supplement 1C) contains *Prkca* as a highly connected node, which is interesting given reported roles for protein kinase C (PKC) in facilitating a sustained pERK response (Bhalla et al., 2002; Santos et al., 2007) as well as its importance downstream of FGF in skeletal development (Miraoui and Marie, 2010). We found that inhibition of PKC decreased both the initial pulse and sustained activation of the FGF-mediated pERK response in MEPMs (Figure 2—figure supplement 1C'), consistent with its potential function as a hub within the FGF response network. In addition, many of the kinases and GEFs transcriptionally regulated by FGF have reported roles in positively modifying MEK/ERK signaling (Figure 2—figure supplement 1D), which may explain in part the residual pERK response to FGF in the presence of PKC inhibition. Collectively, these data support a model in which the balance between positive and negative transcriptional loops is critical for determining patterns of pERK response to different RTKs (Figure 2D).

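All 6 of the kinase and GEF genes that the paper names as positive modifiers of MEK/ERK signaling were higher with FGF than with PDGF at 4 hr. *Sgk1*, a kinase activated through PI3K, was 3.21-fold higher, at 47.2 against 14.7 FPKM, and *Trib1*, a pseudokinase, was 2.65-fold higher, at 11.2 against 4.24. *Bcar3* was 1.93-fold higher and *Stk40* 1.8-fold. *Vav3*, a guanine nucleotide exchange factor gene, was 1.64-fold higher, at 5.17 against 3.15 FPKM. *Prkca*, the gene of protein kinase C alpha on chromosome 11 of GRCm38 from 107933387 to 108343888, was 1.62-fold higher, at 13.9 against 8.6 FPKM. The ratios of *Prkca*, *Vav3*, *Stk40* and *Bcar3* lie under 2-fold, and how they compare with the spread between replicates could not be calculated. All 6 belong to the kinase and GTPase regulator groups that the study chose from genes already called higher with FGF on these samples. Their shared direction is therefore not independent evidence.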

**Figure 2.**
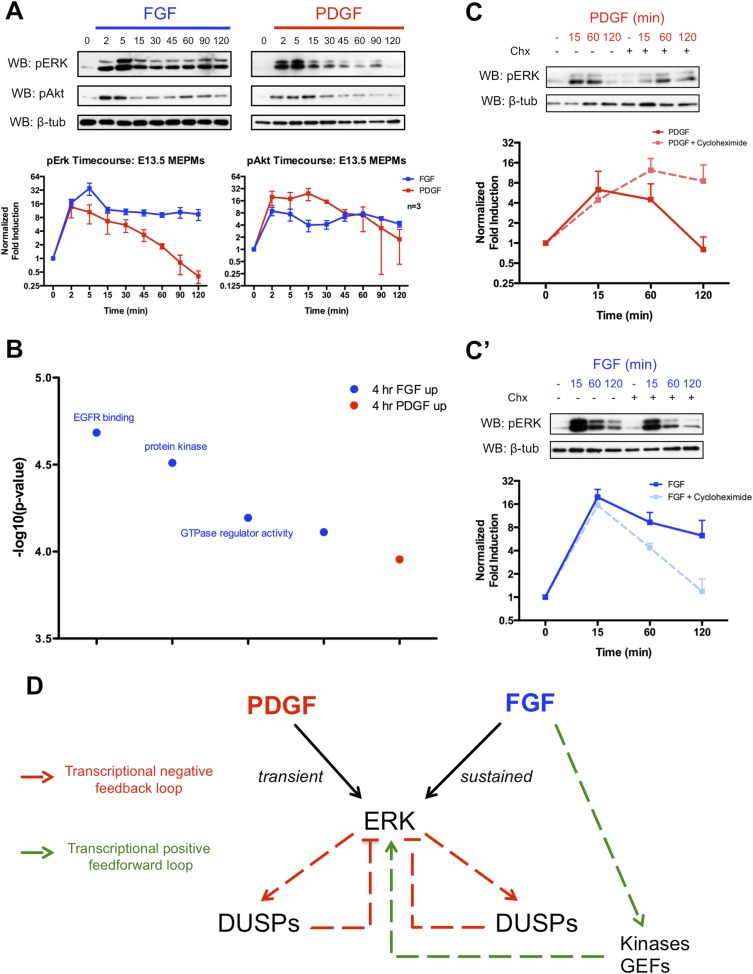
The delayed transcriptional response provides differential regulation of pERK duration in response to FGF and PDGF signaling. (**A**) Signaling time course shows a more robust phospho-ERK (pERK) response to FGF (blue) than PDGF (red) and a similar pAkt response to both growth factors. (**B**) Gene ontology analysis (molecular function) of genes DE between the 4-hr PDGF and 4-hr FGF conditions indicates enrichment for kinases and GTPase regulators in response to FGF signaling. (**C**) Cycloheximide treatment has opposite effects on pERK duration following (**C**) PDGF and (**C'**) FGF stimulation, indicating the delayed transcriptional response (dependent on protein synthesis and thus inhibited by cycloheximide) can provide both negative and positive signals to modulate pERK kinetics. (**D**) Model depicting loops that regulate the duration of the pERK wave in response to receptor tyrosine kinase (RTK) signaling includes both negative (dual-specificity phosphatases [DUSPs]) and positive (kinases, GEFs) components from the delayed transcriptional response. Western blot quantification plotted as mean ± SEM, n = 3. **DOI:** http://dx.doi.org/10.7554/eLife.07186.005

**Figure 2—figure supplement 1.**
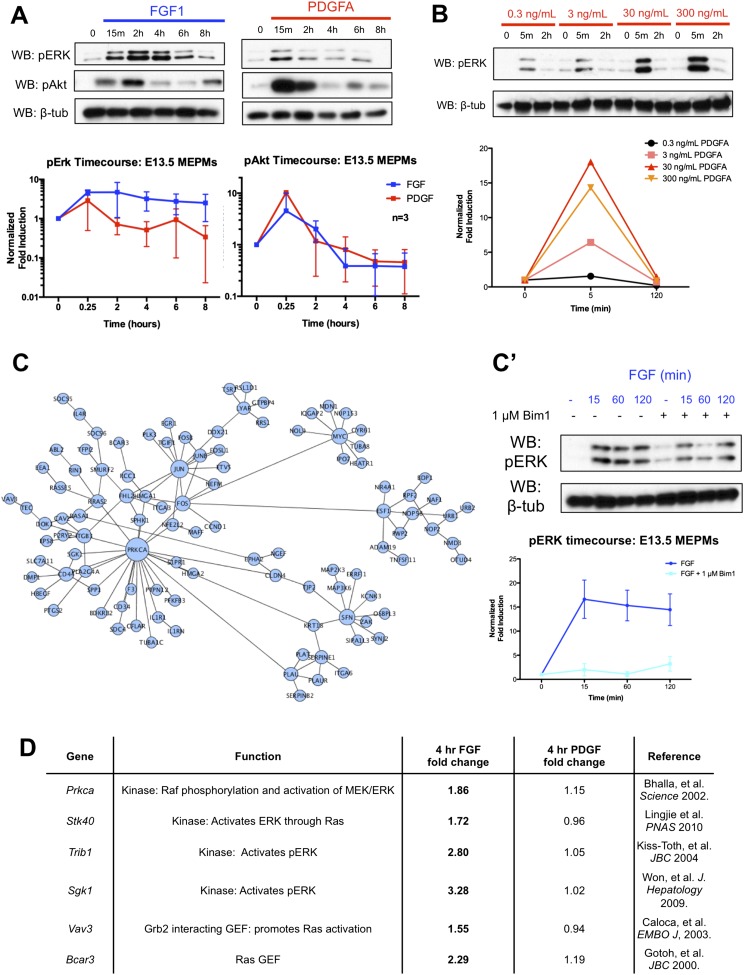
Signaling kinetics and organization of the late transcriptional response in response to PDGF and FGF treatment. (**A**) Long timecourse of PDGF and FGF treatment followed by Western blot for pERK and pAkt shows the FGF mediated pERK response persists up to 6 hours following growth factor stimulation. (**B**) The duration of the pERK response to PDGFA treatment does not change with increasing ligand dosage, indicating 30 ng/mL is a saturating dose for pERK duration. (**C**) PPI network constructed from genes differentially expressed at 4 hours following FGF treatment reveals *Prkca* as a highly connected node, suggesting Protein Kinase C as a regulator of the pERK driven FGF response. (**C'**) Inhibition of PKC abolishes both the initial pulse and sustained wave of pERK in response to FGF treatment. (**D**) Many candidate kinases and GEFs, such as *Prkca* (Bhalla et al., 2002), *Stk40* (Li et al., 2010), *Trib1* (Kiss-Toth et al., 2004), *Sgk1* (Won et al., 2009), *Vav3* (Caloca et al., 2003), and *Bcar3* (Gotoh, et al. 2000), have reported roles in positively modifying MEK/ERK signaling. *Prkca* **DOI:** http://dx.doi.org/10.7554/eLife.07186.006

### The FGF transcriptional response is primarily MEK/ERK dependent, while the PDGF response shows greater PI3K usage

The differences in signaling pathway activation following PDGF and FGF stimulation led us to consider how inhibition of these pathways affected the two RTK-mediated transcriptional programs. Thus, we analyzed the effector dependence of the transcriptional response by performing RNA-seq in cells stimulated with either PDGF or FGF in the presence of PD325901 (MEK inhibitor) or LY294002 (PI3K inhibitor) (Supplementary File 1). 

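PD325901 (PD) blocks the kinases MEK1 and MEK2, and LY294002 (LY) blocks PI3K. MEPMs received PD at 1 uM or LY at 10 uM for 30 min and then PDGFA or FGF1 with heparin for 1 or 4 hr, with 2 samples for each combination of ligand, inhibitor and time against 3 for each ligand alone. The deposited FPKM of the inhibitor conditions were compared at 4 hr with the same ligand alone. The 1 hr ligand conditions without inhibitor were not used here, and at 1 hr PD was compared with LY. Genes known to follow ERK were among the most affected by PD in FGF-treated cells at 4 hr. *Egr1* was 187-fold lower, *Arc* 63.2-fold, *Spry4*, a feedback inhibitor of receptor tyrosine kinases, 35.6-fold, and *Apln*, which encodes the peptide apelin, 36.8-fold. *Sprr1a* and *Sprr3*, known from epithelial differentiation, were 43.6-fold and 34.7-fold lower. With FGF + PD all of these genes were at 0.406 FPKM or less, so the size of each fold is uncertain. In PDGF-treated cells, PD lowered *Spred2*, a Ras-ERK inhibitor, 21.7-fold, *Klhdc8a* 18.3-fold, *Dusp4* 18.3-fold and *Egr1* 14.8-fold. There *Spred2*, *Dusp4* and *Egr1* were below an FPKM of 1 with PD, which leaves their folds uncertain as well. *Artn*, which encodes a ligand of the RET receptor, was 12.2-fold higher with PD in FGF-treated cells, and *Aqp5*, a water channel, 9.21-fold higher in PDGF-treated cells. LY lowered genes of lipid metabolism. The lysolipid transporter gene *Mfsd2a* was 10.1-fold lower in FGF-treated cells, while the ketone body enzyme gene *Bdh1* was 8.4-fold, *Lss* of sterol synthesis 6.65-fold and the fatty acid elongase gene *Elovl6* 5.97-fold lower in PDGF-treated cells. Over all genes, PD left 1349 lower and 1344 higher in FGF-treated cells and 1137 lower and 1418 higher in PDGF-treated cells. LY left 1474 lower and 1318 higher with FGF and 1707 lower and 1155 higher with PDGF. At 132 entries of the table, *Apln*, *Sprr1a* and *Sprr3* among them, the ligand-alone conditions both lay apart from every inhibitor condition, and a batch of libraries is not excluded as the cause. Another example is *Eno1b*, of whose 31-base words 88.8% occur in other genes, at 0.022 FPKM with PDGF alone, 0.00764 with FGF alone and 5.5 or more with an inhibitor. *Col1a1*, the main collagen of bone, was listed at 0 in both ligand-alone conditions and at 3631 FPKM or more in the others, so no fold is given for it.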

PCA on all thirteen sequenced conditions (Figure 3—figure supplement 1A) segregates the samples based on growth factor treatment along PC1 (44.57% of the variance) and on inhibitor treatment along PC2 (17.72% of the variance). Similarly, the correlation matrix for all sampled replicates mimics the PCA, with the 4 hr FGF and 4 hr FGF + LY showing a gene expression profile distinct from all other samples (Figure 3—figure supplement 1B). 

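The conditions separated by inhibitor and by ligand in different degrees. The 4 hr FGF condition and the 4 hr FGF + LY condition had the lowest mean correlation with the other conditions, with a mean Pearson r of 0.953 and 0.955, against 0.961 to 0.970 for the rest. The lowest r, 0.937, was that of 4 hr PDGF + PD and 4 hr FGF + LY, and the highest, 0.983, that of 1 hr FGF + PD and 1 hr PDGF + PD. The 4 hr FGF condition had an r of 0.962 with 4 hr FGF + LY and of 0.960 with 4 hr FGF + PD. Among single genes that set 4 hr FGF and 4 hr FGF + LY against the PD conditions, *Sema7a* was at 13.6 FPKM with FGF and 65.8 with FGF + LY, against 0.808 with FGF + PD, and *Fosl1* at 29.1 and 28.7, against 6.26. In a principal component analysis of the 10 conditions, without the 3 conditions not used here, PC1 held 27.45% of the variance and PC2 26.62%. PC1 placed 4 hr FGF at 42.24, 4 hr FGF + LY at 20.07 and 4 hr PDGF at 19.95, and 4 hr PDGF + PD at the other end, at -23.59. PC2 placed the LY conditions between 18.43 and 30.17 and the PD conditions between -22.12 and -16.11, with 4 hr FGF at -5.42 and 4 hr PDGF at -12.88. PC3, with 12.16% of the variance, ran from 22.24 for 4 hr PDGF to -21.14 for 4 hr FGF + PD. The scores are of pooled conditions, so the scatter of replicates around them is not shown.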

We next directly tested the effect of pathway inhibition on both the shared gene expression program induced by the two RTKs at 1 hr (113 genes total) and the genes regulated between FGF and PDGF treatment at 4 hr. Globally, FGF target genes show greater MEK/ERK dependence than PI3K dependence, while PDGF responsive genes exhibit the opposite relationship (Supplementary File 3) mirroring the reported signaling requirements for each RTK. This trend is apparent at 1 hr (Figure 3A, A') and striking for genes DE at 4 hr, where 52% of FGF responsive genes are MEK/ERK dependent (Figure 3B) but only 22% were PI3K dependent (Figure 3B'). This dependence is inverted for PDGF, where 9% are MEK/ERK dependent (Figure 3C) but 28% are PI3K dependent (Figure 3C'). 

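Compared directly at 4 hr, genes of ERK feedback were lower with PD than with LY for both ligands, at median log2 ratios of -2.88 with FGF and -1.97 with PDGF. With PD, all 12 were lower than with ligand alone, in FGF-treated cells (-2.61) and in PDGF-treated cells (-2.04). *Spry1*, another feedback inhibitor, was at 3.59 FPKM with FGF + PD against 28.9 with FGF. With LY, 6 of the 12 were higher in FGF-treated cells (0.55), among them *Spred1* at 39.8 against 24.2 FPKM. The list did not stand apart with LY in PDGF-treated cells, where *Phlda1* was lower at 6.61 against 13.4 FPKM. The EGF receptor ligands were lower with PD in 4 of 4 cases with FGF (-2.12) and in 2 of 3 with PDGF (-1.26). With LY they did not stand apart with either ligand. Between PD and LY, 4 of 4 were lower with PD in FGF-treated cells (-2.92) and 1 of 2 in PDGF-treated cells (-0.62), where the list did not stand apart. Immediate early genes were higher with LY in FGF-treated cells in 8 of 17 cases (0.54), among them *Nr4a1*, an orphan nuclear receptor gene, at 37.2 against 18.4 FPKM, and lower with PD in PDGF-treated cells in 6 of 13 (-0.55), among them *Ier2* at 7.6 against 18.3. They did not stand apart with PD in FGF-treated cells, where 7 of 17 were lower and 3 higher (-0.06), or with LY in PDGF-treated cells. Between PD and LY, 7 of 17 were lower and 2 higher with PD in FGF-treated cells (-0.42), and 9 of 14 lower in PDGF-treated cells (-0.89). The cartilage genes were lower with LY in PDGF-treated cells in all 3 measured cases (-1.26). They did not separate the inhibitors, since all 3 were also lower with LY in FGF-treated cells (-1.05) and 2 of 3 with PD in PDGF-treated (-0.79) and in FGF-treated cells (-0.66), where the list did not stand apart. *Col2a1*, the collagen of cartilage, was at 32.5 FPKM with PDGF + LY against 84.9 with PDGF. Glycolysis genes were lower in PDGF-treated cells with PD (5 of 15, median -0.47) and with LY (8 of 15, median -0.72). *Hk2*, a hexokinase gene, was at 2 FPKM with LY and 3.79 with PD, against 6.51. Each median rests on pooled values, and in the plot of list medians a difference between columns was not tested.

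**Figure D1:**
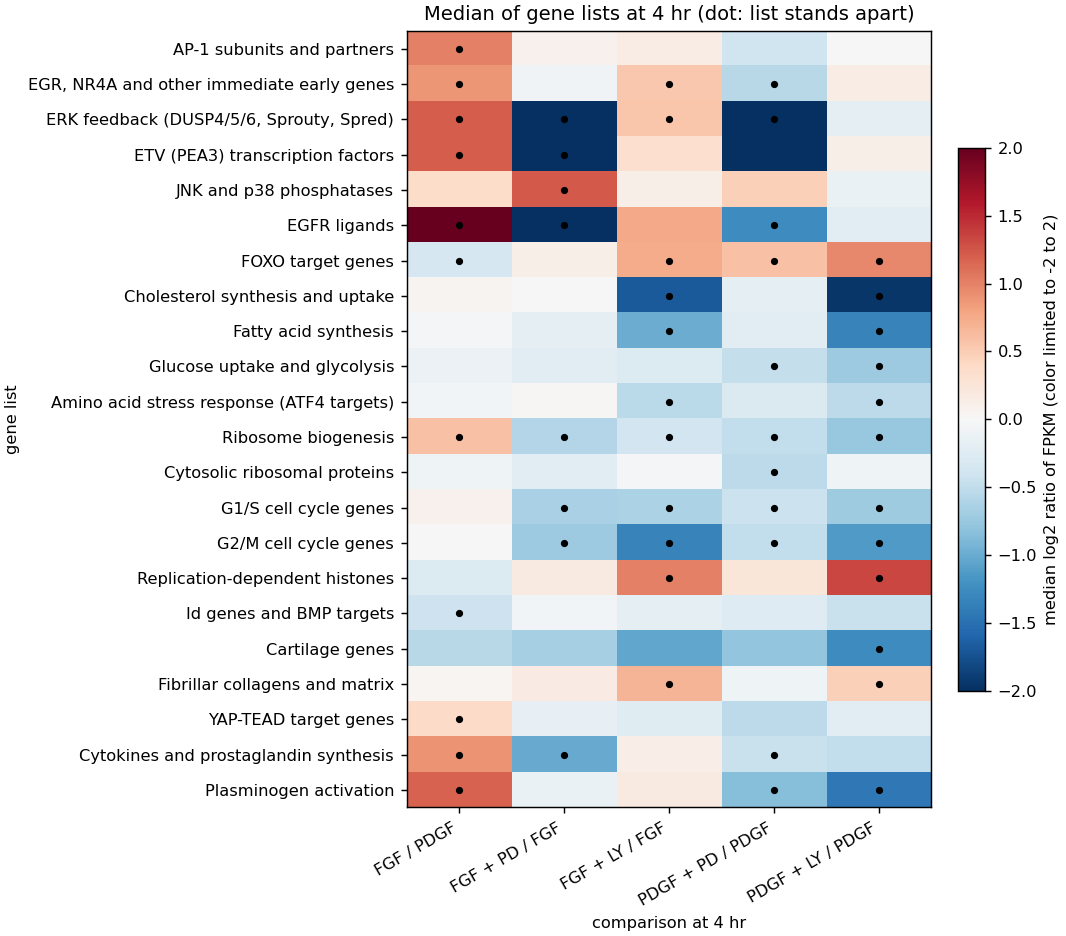
Median log2 ratio of FPKM for gene lists fixed in advance (rows) in 5 comparisons at 4 hr (columns: FGF over PDGF, then each ligand with PD or LY over the same ligand alone). Red is higher and blue lower, with the color limited to -2 to 2, and a dot marks a list that stands apart. ERK feedback genes are blue in both PD columns, and the lipid synthesis lists are blue in both LY columns.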

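Among the genes that the paper lists as higher with FGF at 4 hr, transcription factors and feedback genes of the ERK pathway were among those lowered by PD. *Egr1* was at 0.406 FPKM with FGF + PD against 76.1 with FGF, *Etv4* at 1.37 against 15.3, and *Fosl1*, an AP-1 subunit, at 6.26 against 29.1. *Spp1* was at 19.3 against 183 and *Ccl2* at 6.29 against 56.2. With LY, *Apln* was 11-fold lower and *Sprr1a* 8.88-fold lower, and *Ankrd1*, which encodes a muscle ankyrin repeat protein, was at 11 against 55.1 FPKM. *Apln* and *Sprr1a* are among the entries at which both ligand-alone conditions lay apart from every inhibitor condition. Of 404 FGF genes, 263 (65.1%) were lower with PD and 77 (19.1%) were lower with LY. The median log2 ratio was -0.87 with PD and 0.01 with LY. In 1000 random lists of genes with like mean expression, a median of 12.4% of genes were lower with PD and 15.6% with LY, and only 0.5% of the lists exceeded 16.3% and 20.3%. In PDGF-treated cells, 187 of the same genes were lower with PD and 147 with LY. The list was chosen by the study on the 4 hr FGF values, which both ratios share as their denominator, so the counts are not independent evidence. Compared with FGF + LY instead, 61.4% were lower with FGF + PD, a share to which rises with LY can add.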

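PDGF genes lowered by LY included *Palm3*, which was 6.11-fold lower at 0.825 against 5.04 FPKM, the sterol synthesis genes *Nsdhl* and *Ebp*, at 21.3 against 73 and 10.7 against 27.7, and *Wscd2*, at 2.56 against 7.76. *Sox9*, the transcription factor that drives cartilage formation, was lower with LY, at 7.92 against 19 FPKM, and with PD, at 8.31. *Id1*, an inhibitor of differentiation factors, was lower with PD, at 8.99 against 17.2 FPKM, and at 12.4 with LY. Of the 325 genes that the paper lists as higher with PDGF at 4 hr, 83 (25.5%) were lower with LY and 24 (7.38%) were lower with PD. Random lists of like expression had a median of 16.0% lower with LY and 10.8% lower with PD, and 0.5% of them exceeded 20.9% and 15.1%. The share lower with LY was 16.7% with FPKM of at least 5 and 18.5% with a pseudocount of 1, settings for which the random lists were not recalculated. In FGF-treated cells, 76 of the same genes (23.4%) were lower with LY and 11 (3.38%) with PD. For LY the random lists had a median of 14.15% there, and 0.5% of them exceeded 19.38%. A fall with LY was thus not particular to PDGF-treated cells. The study chose the list on the 4 hr PDGF values, so the counts are not independent evidence. Compared with PDGF + PD in place of PDGF alone, 33.5% were lower with PDGF + LY. Random lists had a median of 14.15% in that comparison, and 0.5% of them exceeded 19.38%. Rises with PD, which left 83 of the 325 genes higher than PDGF alone, can add to this share. From the larger share of FGF genes that depend on MEK/ERK and the larger share of PDGF genes that depend on PI3K, the paper concludes that the dependence is inverted between the ligands.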

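MEK inhibition left *Rspo2*, which encodes a secreted enhancer of Wnt signaling, 5.13-fold higher in PDGF-treated cells, at 97 FPKM with PD against 18.9 without. *Dhrs3* was 3.23-fold higher, *Artn* 6.22-fold, *Bmf*, which encodes a cell death protein, 3.07-fold, and *Osr1* 2.08-fold. Of the 325 PDGF genes, 83 (25.5%) were higher with PD, against a median of 13.8% in random lists of like expression, of which 0.5% exceeded 18.8%. Of the 404 FGF genes, 15 (3.71%) were higher with PD, among them *Jun*, *Dusp1* and *Dusp10*, against 14.4% in random lists. With LY, 97 FGF genes (24.0%) were higher, against 12.9% in random lists, of which 0.5% exceeded 16.8%, and 35 PDGF genes (10.8%) were higher, against 11.4%. FGF genes higher with LY included *Sema7a*, 4.83-fold, *Dmp1*, a bone matrix protein gene, 3.6-fold, and *Il11*, a cytokine gene, 3.16-fold. In cells given FGF, 184 of the PDGF genes (56.6%) were higher with PD than with FGF alone, against 11.7% in random lists, of which 0.5% exceeded 16.0%, and 116 (35.7%) were higher with LY, against 12.2%, of which 0.5% exceeded 16.6%. A rise with both inhibitors is not particular to MEK. Genes chosen for low values in 4 hr FGF can return upward in any other condition, and the study chose both lists on these samples, so these counts are not independent evidence. Compared with FGF + LY in place of FGF alone, 40.6% of the PDGF genes were higher with FGF + PD and 6.15% lower. Random lists had a median of 13.4% higher, and 0.5% of them exceeded 18.5%. That comparison leaves out the 4 hr FGF values, but falls with LY can add to it.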

Strikingly, MEK inhibition increases the expression of PDGF targets (Figure 3C) but not FGF targets (Figure 3B), while PI3K inhibition increases the expression of FGF responsive genes (Figure 3A', B'), suggesting the FGF-ERK and PDGF-PI3K relationships are important for both gene induction and repression. These intracellular pathway dependencies are independent of the magnitude of induction/repression, as varying the FC threshold did not affect the PDGF-PI3K or FGF-ERK relationships (Figure 3—figure supplement 1C, D').

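The FGF genes lowered most by PD, such as *Egr1*, *Arc* and *Spry4*, passed every size rule tried, up to 4-fold. At the mildest rule tried, 313 FGF genes were lower with PD and 124 with LY. At 2-fold the counts were 186 and 46, at 3-fold 119 and 22, and at 4-fold 83 and 19. For the PDGF genes, LY lowered 124 at the mildest rule and PD 55. At 2-fold the counts were 48 and 11, at 3-fold 15 and 1, and at 4-fold 11 and 0. *Palm3*, lowered by LY under every rule, was at 3.71 FPKM with PDGF + PD. In the upward direction, PD left 131 PDGF genes higher at the mildest rule, 43 at 2-fold and 9 at 3-fold, and LY left 67, 11 and 3. LY left 141 FGF genes higher at the mildest rule, 36 at 2-fold and 13 at 3-fold, *Sema7a* among the 13, and PD left 22, 7 and 3. The order of the inhibitors within each list held at all 5 size rules, which are cumulative counts of the same genes and not independent of each other.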

**Figure 3.**
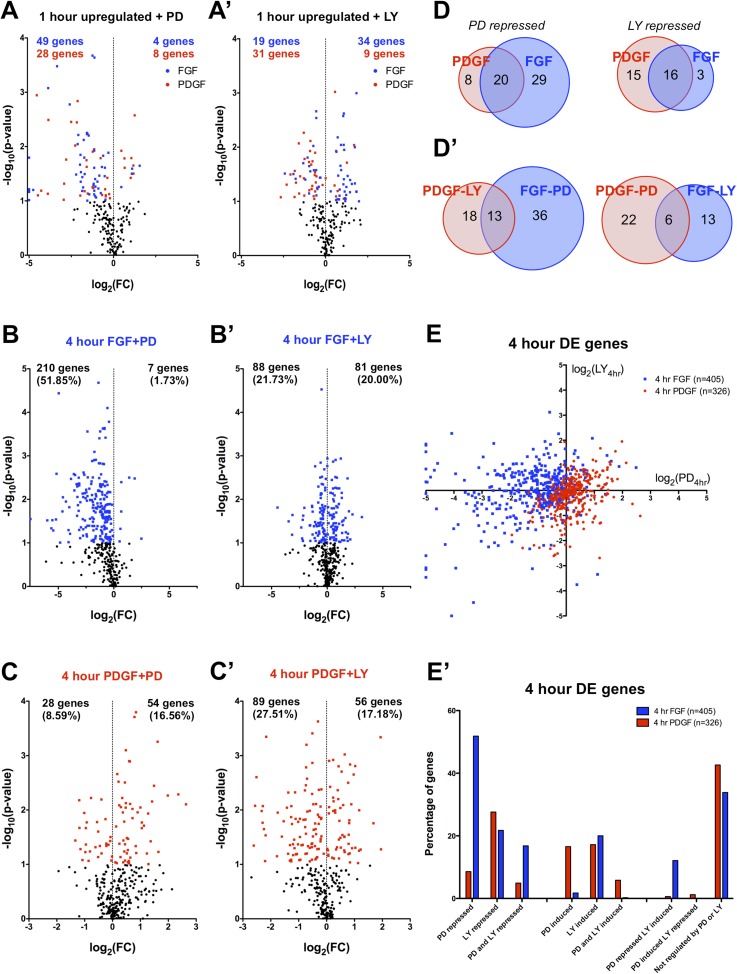
FGF and PDGF transcriptional responses exhibit differential usage of intracellular pathways. (**A**) Volcano plots visualizing the effect of (**A**) MEK (Mitogen/Extracellular signal-regulated kinase) inhibition and (**A'**) phosphatidylinositol 3-kinase (PI3K) inhibition on the shared set of 113 genes upregulated at 1 hr reveal that FGF (blue points) shows increased dependence on MEK/extracellular signal-related kinase (ERK) signaling, while PDGF (red points) utilizes PI3K to a greater degree. X-axis plotted as log_2_([1 hr ligand + inhibitor]/[1 hr ligand]). (**B**) Genes with increased expression at 4-hr FGF treatment show higher dependence on (**B**) MEK/ERK activity compared to (**B'**) PI3K. (**C**) In contrast, genes with increased expression at 4-hr PDGF treatment show greater usage of (**C'**) PI3K compared to (**C**) MEK/ERK. X-axis plotted as log_2_([4 hr ligand + inhibitor]/[4 hr ligand]). Data analyzed using two sample t-test, and genes at p < 0.1 are colored significant. Black points represent genes not significant at this threshold in all plots. (**D**) A core set of MEK/ERK (20 genes) and PI3K (16 genes) are dependent on these pathways downstream of both PDGF and FGF. (**D'**) A minority of genes can be activated through either MEK/ERK or PI3K signaling in response to PDGF or FGF, indicating a degree of plasticity in intracellular pathway usage. (**E**) Scatter plot comparing effect of MEK/ERK and PI3K inhibition on all 4 hr DE genes reflects FGF-ERK and PDGF-PI3K dependencies. Data plotted as log_2_([4 hr ligand + inhibitor]/[4 hr ligand]) and capped at ±5 for visualization. (**E'**) 52% of FGF target genes at 4 hr are repressed by MEK/ERK inhibition, while 28% of PDGF responsive genes are repressed by PI3K inhibition. Interestingly, 12% of genes are repressed by MEK/ERK inhibition and ‘superinduced’ by PI3K inhibition, indicating crosstalk between these pathways. Furthermore, 43% of PDGF responsive genes and 34% of FGF responsive genes are not significantly affected by either inhibitor, which suggests either combinatorial requirement of MEK and PI3K or alternate intracellular pathways drive expression of these genes. **DOI:** http://dx.doi.org/10.7554/eLife.07186.007

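FGF genes that were lower with PD and higher with LY held immediate early and feedback genes of the ERK pathway. *Egr1* was at 222 FPKM with FGF + LY, 2.91-fold over FGF alone, and *Egr3* at 11.2, 3.49-fold over FGF alone. *Dusp4* was 1.88-fold and *Dusp5* 1.73-fold higher with LY, and *Arc* 1.81-fold. The EGF receptor ligand genes *Hbegf* and *Ereg* were 2.08-fold and 1.81-fold higher with LY, and *Dmp1* fell to 0.0307 FPKM with PD from 2.11 with FGF alone. This combination was seen in 65 of the 404 FGF genes (16.1%, and 3.71% at a rule of 2-fold) and in none of the 325 PDGF genes. It was expected in 63.1 FGF genes and 2.58 PDGF genes if the effects of the inhibitors were independent, so both counts lie near independence. Among as many simulated genes that no inhibitor changed but that share 1 ligand-alone value, it was expected in 0.49 and 0.3.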

**Figure 3—figure supplement 1.**
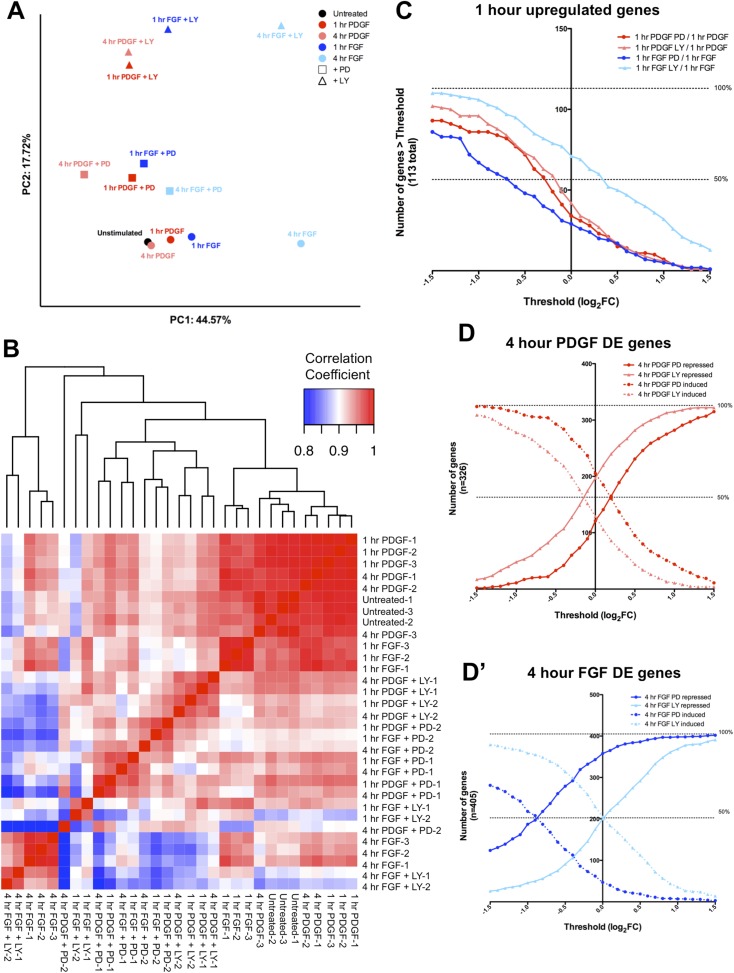
RTK target genes show distinct patterns of effector dependence in a threshold-independent manner. (**A**) PCA of all 13 conditions highlights effects of ligand stimulation and inhibitor treatment, with the first principal component (44.57% of variance) segregating conditions based on ligand treatment and the second principal component (17.72% of variance) separating samples based on inhibitor treatment. (**B**) Correlation matrix comparing the effect of inhibitor treatment across all PDGF and FGF stimulated replicates indicates distinct effects for PD and LY treatment. (**C**) The FGF-ERK and PDGF-PI3K relationships occur independently of FC threshold selection, indicating there is not a specific effect for ERK or PI3K inhibition based on magnitude. The number of genes repressed in the FGF-PD condition is greater than the number of the genes in the FGF-LY condition for all thresholds, while PDGF shows greater PI3K dependence than FGF, both MEK/ERK and PI3K signaling are utilized by PDGF across all thresholds. A subset of genes show significant ‘superinduction’ in the presence of inhibitor treatment, particularly for PI3K inhibition downstream of FGF. Each point on the x-axis represents a different threshold, and the value on the y-axis indicates the number of genes with a log_2_ ratio greater than that threshold. (**D**) The FGF-ERK and PDGF-PI3K relationships at 4 hr are also conserved independently of FC threshold selection. For any given threshold, (**D**) PI3K inhibition represses more PDGF target genes and MEK/ERK inhibition induces more PDGF target genes. Similarly, (**D'**) MEK/ERK inhibition has a stronger repressive effect on FGF target genes than PI3K inhibition at all thresholds. **DOI:** http://dx.doi.org/10.7554/eLife.07186.008

We then considered the degree of overlap between ERK and PI3K targets. At 1 hr, many shared target genes show similar ERK or PI3K dependence, possibly constituting a core pathway specific gene set (Figure 3D). On the other hand, cross-comparison of PI3K- and ERK-dependent genes reveals some overlap (Figure 3D'), underscoring a degree of plasticity in pathway usage downstream of different RTKs. 

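At 1 hr, transcription factor genes of the immediate early response were among the most different between the inhibitors. In FGF-treated cells, *Egr1* was 253-fold lower with PD than with LY, at 1.56 against 395 FPKM, *Egr2* 184-fold, *Egr3* 179-fold, *Arc* 96.7-fold and *Dusp6* 30.2-fold. In PDGF-treated cells, *Egr1* was 52.5-fold lower with PD, at 1.05 against 55.3 FPKM, *Dusp6* 18.2-fold and *Fos* 14.2-fold. With PD, *Egr2*, *Egr3* and *Arc* in FGF-treated cells and *Dusp6* and *Fos* in PDGF-treated cells were below an FPKM of 1. The size of their folds is therefore uncertain. *Dusp8*, which encodes a JNK and p38 phosphatase, was 7.17-fold higher with PD than with LY in FGF-treated and 5.03-fold in PDGF-treated cells. Of the 113 genes that the paper lists as upregulated at 1 hr, 68 were lower and 8 higher with PD than with LY in FGF-treated cells, and 26 were lower and 23 higher in PDGF-treated cells. The 26 were lower with FGF as well, against 15.65 if the ligands were independent, and 7 were higher with both, against 1.63. FGF gave higher values than PDGF under LY for 96 of the 113 genes and under PD for 44, and lower values for 0 and 4. *Fosb* was at 18.2 FPKM with FGF + LY against 1.29 with PDGF + LY, *Errfi1* at 128 against 9.56, and *Junb* at 137 against 22. Under both inhibitors 40 genes were higher with FGF, against 37.38 if the inhibitors were independent. A value with PD below that with LY can come from a fall with PD or a rise with LY, which these conditions do not separate, and the study chose the 113 genes on its own ligand samples.

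**Figure D2:**
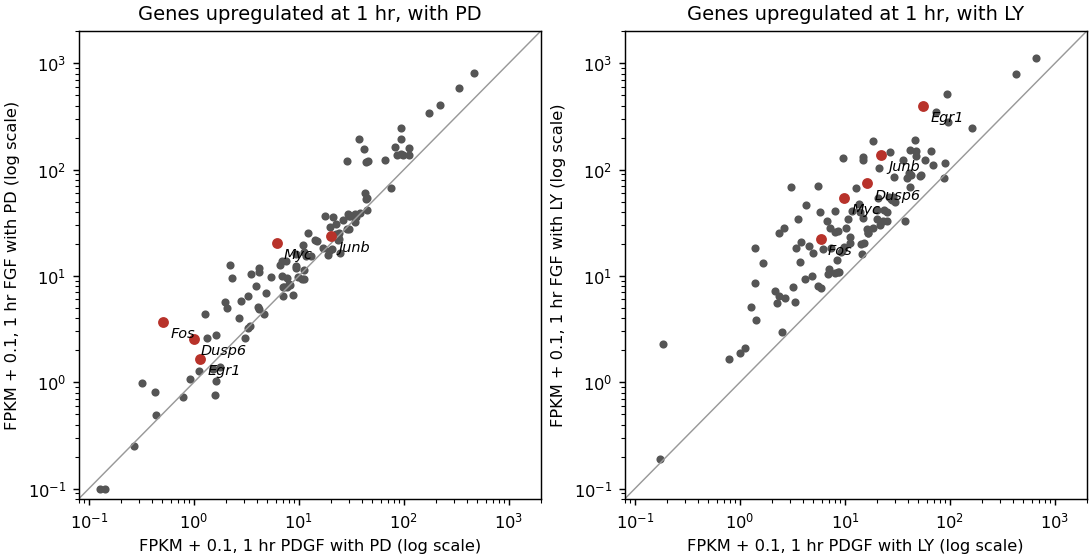
FPKM + 0.1 of the 113 genes upregulated at 1 hr in FGF-treated cells (vertical, log scale) against PDGF-treated cells (horizontal, log scale), with PD on the left and LY on the right. Each point is a gene, the line marks equal values, and *Fos*, *Egr1*, *Dusp6*, *Junb* and *Myc* are in red. With LY, 96 genes lie above the line by 1.5-fold or more, against 44 with PD.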

When directly comparing the effect of MEK and PI3K inhibition at 4 hr (Figure 3E), the crosstalk between FGF targets is particularly striking, as a large number of genes repressed by MEK inhibition were regulated (both positively and negatively) by PI3K inhibition. Furthermore, while 23% of PDGF targets are specifically PI3K dependent, only 5% of FGF targets are repressed by PI3K alone (Figure 3E'). Instead, many FGF-PI3K targets are also repressed by MEK inhibition (77%), and conversely, a number of FGF-ERK targets are induced by PI3K inhibition (23%), indicating the effect of PI3K inhibition downstream of FGF involves crosstalk with ERK signaling.

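*Apln* was lower with both inhibitors, at 0.883 FPKM with FGF + LY and 0.265 with FGF + PD against 9.75 with FGF. *Sprr3* was at 1.43 and 0.25 against 8.68 FPKM, and the chemokine genes *Ccl2* and *Ccl7* were lower with LY at log2 ratios of -0.99 and -1.48 and with PD at -3.16 and -2.52. *Apln*, *Sprr3* and *Ccl7* are among the 132 entries at which both ligand-alone conditions lay apart from every inhibitor condition, so their falls are not shown to come from the inhibitors. *Spry4* and *Etv4* were lowered by PD and stayed within 1.5-fold with LY, at 11.7 and 13.8 FPKM against 12.7 and 15.3 with FGF alone. Of the 263 FGF genes lower with PD, 65 were also lower with LY and 133 passed the rule in neither direction with LY, besides those that were higher. Another 92 FGF genes (22.8%) passed it with neither inhibitor. The 65 genes lower with both compare with 50.13 if the inhibitors acted independently on the list and with 6.23 among simulated genes that no inhibitor changed. The simulated genes had the noise of the closest pair of conditions and were not chosen for a high value with FGF alone. The 6.23 can therefore be too low. Since both ratios share the value of FGF alone, part of any overlap in 1 direction can come from that value, and this part cannot be separated here.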

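PDGF genes that were lower with LY and not with PD included *Palm3*, *Nsdhl*, *Ebp* and *Id2*. *Id2*, an inhibitor of differentiation factors, was at 9.76 FPKM with LY and 25 with PD, against 17.8 with PDGF alone. *Fzd2*, which encodes a Wnt receptor, was at 34.5 FPKM with LY and 44.5 with PD, against 52.4. FGF genes with this pattern were few. They included *Sfn*, which encodes a 14-3-3 protein and of whose 31-base words 26.9% occur in other genes, at 26.4 FPKM with LY and 59.3 with PD against 64.8, and *Plau*, the urokinase gene, at 38.6, 110 and 76.5. In all, 20.9% of the PDGF genes and 2.97% of the FGF genes were lower with LY and not with PD. In the PDGF list, 53 of these genes passed the rule in neither direction with PD and 15, *Nkd1* and *Artn* among them, were higher with PD, while 153 of the 325 genes passed it with neither inhibitor. The study chose both lists on these samples, so the shares are not independent evidence, and with FPKM of at least 5 the share of PDGF genes was 12.0%.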

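Most of the FGF genes lowered by LY were also lowered by PD. *Tnfaip3*, which encodes a brake on NF-kappaB signaling, was at 3.75 FPKM with FGF + LY and 0.876 with FGF + PD against 6.26 with FGF, and *Vcam1*, which encodes an adhesion molecule, at 25 and 15.9 against 54.4. Of the FGF genes lower with LY, 84.4% were lower with PD, against 65.1% of the whole list. Of those lower with PD, 24.7% were higher with LY, *Dusp6* among them at 109 FPKM. Over the whole list 24.0% were higher with LY, so this share was not set apart among the genes lower with PD. In PDGF-treated cells, 15 of the PDGF genes were lower with both inhibitors, *Sox9* among them, against 6.13 if the inhibitors were independent, and 15 were lower with LY and higher with PD, against 21.2. Over all genes and not the lists alone, genes lower or higher with an inhibitor overlapped between the ligands. PD lowered 617 genes with both ligands, against 122.5 if the ligands were independent, and LY lowered 1022, against 205.8. PD lowered 20 genes with FGF that it raised with PDGF, and LY 8. An offset of both ligand-alone conditions would add to these overlaps. In the comparison of PD with LY at 4 hr, which leaves them out, 469 genes were lower with PD with both ligands, against 85.26 if independent. *Txnip*, a FOXO target gene, was higher with LY with both ligands, at 40.9 FPKM with FGF and 70.6 with PDGF, against 12.1 and 18.5 with the ligand alone.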

### Inhibition of intracellular effector activation leads to induction of alternate signaling pathways

We were intrigued by the subset of genes exhibiting significantly increased expression (‘superinduction’) following inhibitor treatment at both 1 and 4 hr. Both RTKs show increased *Jun* expression in response to PD325901, while FGF and LY294002 treatment upregulates many classic ERK targets such as *Fos*, *Fosb*, and *Dusp6* (Supplementary File 3), suggesting this ‘superinduction’ may reflect compensatory activation of other intracellular pathways. 

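*Jun* was higher with PD at 4 hr with both ligands, 1.59-fold at 124 FPKM with FGF and 1.67-fold at 55.8 FPKM with PDGF. It was also 1.76-fold higher with LY in FGF-treated cells, at 137 FPKM, and at 35.3 FPKM with LY in PDGF-treated cells. *Dusp6* was 2.11-fold higher with LY in FGF-treated cells and at 12.1 FPKM with LY in PDGF-treated cells. *Junb* was 1.61-fold higher with FGF + LY, at 57 FPKM. *Fosb* was 1.72-fold higher, at 1.44 FPKM, a weakly expressed gene whose log2 ratio falls from 0.79 to 0.41 when 1 is added to each FPKM. *Fos* was at 4.73 FPKM with FGF + LY, a log2 ratio of -0.08 to FGF alone. *Atf3*, a stress-induced transcription factor gene, was 5.9-fold higher with PD in FGF-treated and 2.33-fold in PDGF-treated cells. The genes of JNK and p38 phosphatases were all higher with PD in FGF-treated cells (4 of 4, median log2 ratio 1.23). In PDGF-treated cells 2 were higher and 1 lower with PD, and the list did not stand apart (0.48). With FGF, *Dusp8* was at 28.8 against 6.13 FPKM, *Dusp10* at 23.8 and *Dusp16* at 11.4 against 5.42. At 1 hr, *Jun* was at 245 FPKM with FGF + PD and 148 with FGF + LY, and at 94 with PDGF + PD and 47.7 with PDGF + LY. *Fos* was at 3.58 and 22.3 with FGF. The paper proposes that superinduction reflects compensatory activation of other intracellular pathways.

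**Figure D3:**
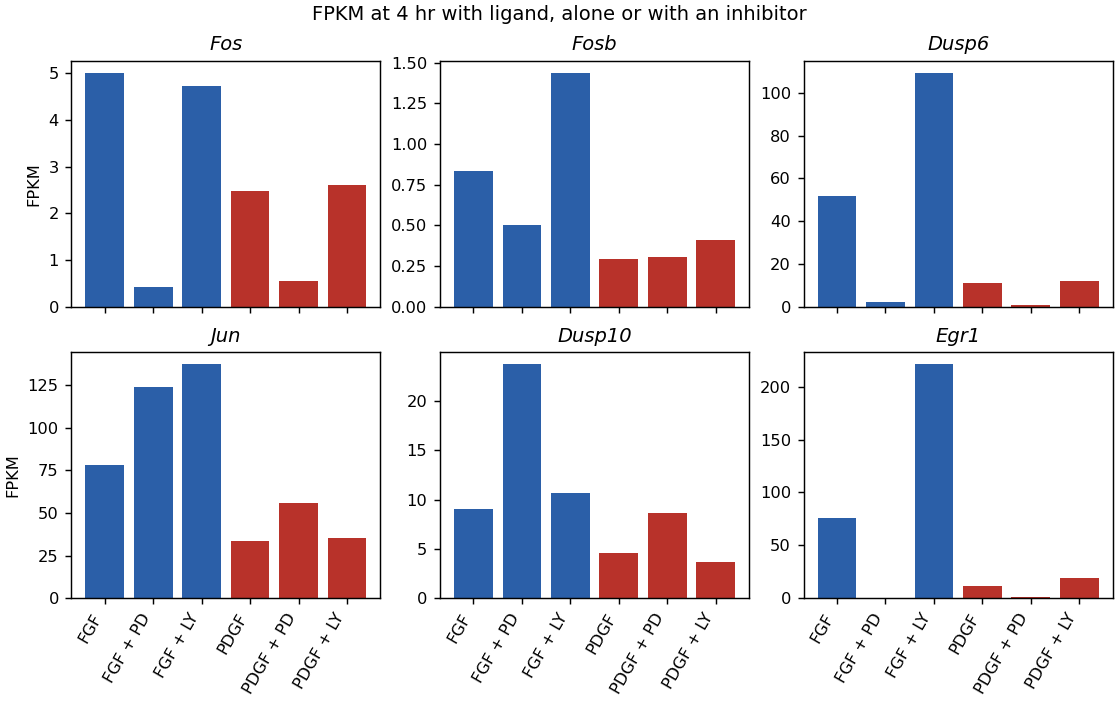
FPKM (vertical axis, from 0) of *Fos*, *Fosb*, *Dusp6*, *Jun*, *Dusp10* and *Egr1* at 4 hr with FGF (blue) or PDGF (red), each alone, with PD and with LY. Each bar is the pooled value of 1 condition, without an error bar. *Dusp6* and *Egr1* are highest with FGF + LY and *Dusp10* with FGF + PD, while *Fos* is at like levels with FGF and FGF + LY.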

Many such examples of crosstalk between ERK and PI3K have been documented (Mendoza et al., 2011). Thus, we assayed the activation of these pathways following MEK inhibition with PD325901 and PI3K inhibition with LY294002. We found striking induction of pJNK upon pERK inhibition by PD325901 downstream of both FGF (Figure 4A) and PDGF (Figure 4B) stimulation. Interestingly, a moderate change in pAkt induction following PDGF treatment and MEK inhibition seems apparent, although this induction was not observed at the dose used for the RNA-seq experiment (1 μM PD325901). Next, we investigated the effect of PI3K inhibition with LY294002. We found that FGF-mediated pERK induction increased with LY294002 treatment (Figure 4A'), but PDGF treatment did not produce this increase in pERK signal (Figure 4B'), consistent with changes observed at the level of target gene expression. At the inhibitor doses used in the RNA-seq experiment (1 μM PD325901, 10 μM LY294002), both PDGF and FGF significantly induce JNK activation in the presence of MEK inhibition, while only FGF activates ERK when PI3K is inhibited (Figure 4C, C'). Finally, we performed qPCR for a subset of target genes to confirm their response to pathway inhibition. *Fos*, *Fosb*, and *Junb* exhibit ‘superinduction’ downstream of FGF specifically in response to PI3K inhibition, confirming these genes are indeed MEK/ERK dependent and providing further evidence that LY294002-mediated induction of pERK can drive transcriptional changes (Figure 4D). Similarly, *Jun* is ‘superinduced’ in the presence of PD325901 downstream of both RTKs. There is a modest increase in *Jun* induction following FGF treatment with PI3K inhibition, likely reflecting the compensatory induction of pERK in this condition and consequent crosstalk between ERK and JNK signaling. In addition, *Fos* induction is increased with LY294002 treatment even in the absence of growth factor, which may reflect a degree of growth factor independent crosstalk between PI3K and ERK. However, this effect synergizes with ligand treatment, indicating this compensation across intracellular pathways is at least partially dependent on receptor activation.

**Figure 4.**
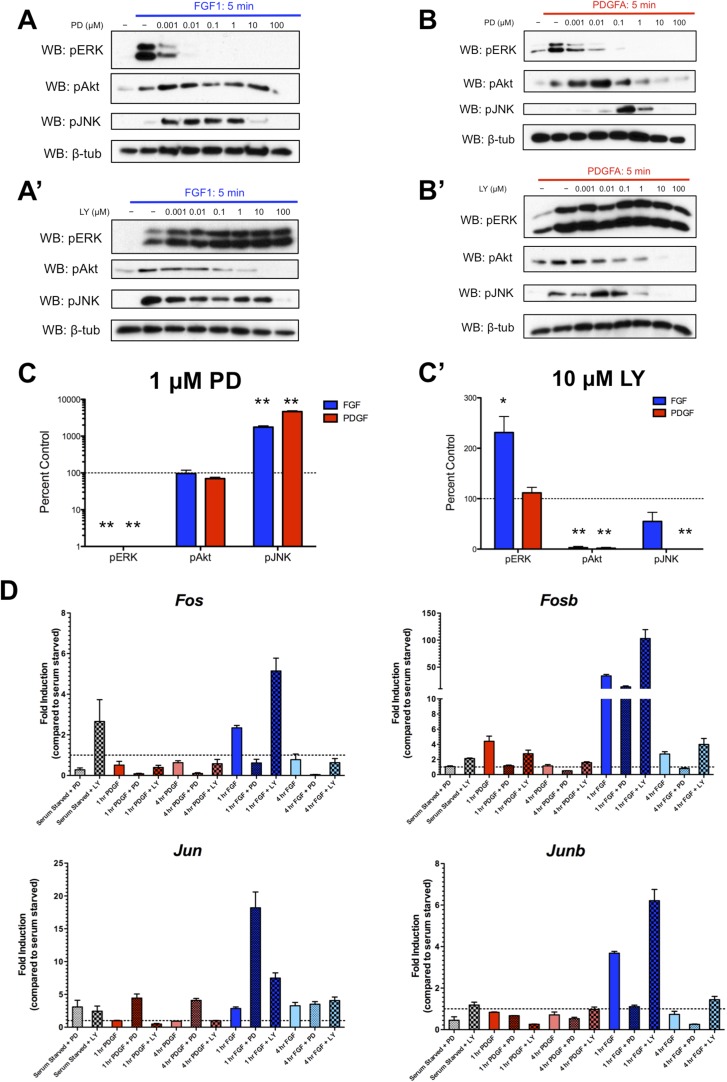
Inhibition of effector activation results in compensatory induction of alternate signaling pathways detectable in the transcriptional response. (**A**) PD325901 dose response Western blots reveal induction of pJNK as pERK is progressively inhibited downstream of FGF signaling. (**A'**) Similarly, LY294002 dose response Western blots reveal increased pERK signal as pAkt is inhibited. (**B**) Inhibitor dose response Western blots in response to PDGF signaling show activation of c-Jun N-terminal kinase (JNK) in response to MEK/ERK inhibition but (**B'**) no activation of ERK following PI3K inhibition. (**C**) Quantification of effector activation in response to FGF (blue) or PDGF (red) at the doses used in the RNA-seq experiment reflects (**C**) increased pJNK activation when MEK/ERK signaling is inhibited and (**C'**) increased pERK induction when PI3K activity is blocked. Data plotted as mean ± SEM, n = 3 and compared using two sample, unpaired t-test to baseline of 100% (no change). *p < 0.05; **p < 0.001. (**D**) Gene expression reflects the crosstalk observed at the signaling level, as verified by qPCR for selected target genes. Canonical ERK targets such as *Fos*, *Fosb*, and *Junb* are ‘superinduced’ upon LY treatment, while the JNK target *Jun* is ‘superinduced’ with PD treatment. Interestingly, a degree of ‘superinduction’ is observed in the presence of inhibitor prior to growth factor addition, which may reflect RTK-independent crosstalk between intracellular pathways. Data plotted as mean ± SEM, n = 3. **DOI:** http://dx.doi.org/10.7554/eLife.07186.009

### FGF drives MEK/ERK-dependent cell proliferation, and PDGF promotes PI3K-dependent cell differentiation

We next investigated the functional consequence of these differential effector activation patterns and transcriptional programs in response to PDGF and FGF signaling. 

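At 4 hr, genes that the paper groups under cell proliferation, of growth factors, cytokines and transcription factors, were higher with FGF, and genes that it groups under bone and skeletal development higher with PDGF. *Ptgs2* was at a log2 ratio of 2.82 in FGF-treated over PDGF-treated cells, *Ereg* at 2.34, *Myc* at 1.50 and the cytokine gene *Il11* at 1.38. Of 36 FGF genes that the paper's table places under regulation of cell proliferation, 35 were higher with FGF and the median log2 ratio was 1.22. *Mef2c*, a transcription factor gene of muscle and bone, was at a log2 ratio of -1.41, *Wnt9a* at -0.69, *Foxc1*, a transcription factor gene of the skull, at -0.79, and *Sox9* at -0.62. *Alx1*, a transcription factor gene of the face, was at 5.01 FPKM with FGF and 8.28 with PDGF. *Myog*, a muscle transcription factor gene, was below an FPKM of 1 with both ligands, at 0.295 and 0.903. All 16 genes under bone development, skeletal system development and ossification were higher with PDGF, with a median log2 ratio of -0.88. The study chose both groups on these samples from genes already called different, so these directions are not independent evidence. Osteoblast genes fixed in advance did not stand apart, with a median log2 ratio of -0.06. Of 8 measured, *Spp1* and *Dmp1* were higher with FGF and none was higher with PDGF.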

Gene ontology for biological processes (Huang et al., 2009) enriched in genes differentially regulated by PDGF and FGF at 4 hr revealed an FGF-mediated proliferation program and a PDGF-regulated differentiation circuit (Figure 5A, p < 0.001). Interestingly, we also observed enrichment for regulators of Wnt signaling in the 4-hr PDGF condition, consistent with reports of antagonism between Wnt and FGF as regulating the balance between differentiation and proliferation in skeletal development (Mansukhani et al., 2005). 

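Wnt pathway genes higher with PDGF encoded ligands, receptors and modulators. *Wnt16* was at 32.6 FPKM with PDGF and 17.1 with FGF, *Wnt9a* at 38.7 and 24, and the receptor gene *Fzd2* at 52.4 and 31.6. *Rspo2* was at 18.9 and 8.47 FPKM, *Dact1*, which encodes a modulator of Dishevelled, at 15.6 and 7.22, and *Nkd1*, a Wnt antagonist and target gene, at 3.55 and 1.72. Of these, *Wnt16* and *Dact1* were chosen after their values were seen. All 10 genes of the group were higher with PDGF, with a median log2 ratio of -0.97, and the study chose the group on these samples, so the direction is not independent evidence. Target genes of Wnt signaling, a list fixed in advance, did not stand apart, with a median log2 ratio of -0.04. Of 6 measured, *Nkd1* and *Rnf43* were higher with PDGF, *Rnf43* at 1.79 against 1.06 FPKM, *Tcf7* was higher with FGF, at 1.07 against 0.606, and *Axin2* was at 0.874 with FGF and 1.08 with PDGF.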

We further identified a set of differentiation genes (*Id1*, *Id2*, *Id3*, *Mef2c*, *Atoh8*) in the PPI network constructed from genes regulated by PDGF treatment at 4 hr (Figure 5—figure supplement 1A) and confirmed these genes by qPCR (Figure 5—figure supplement 1A'). 

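*Id3*, which encodes an inhibitor of basic helix-loop-helix factors and lies on chromosome 4 of GRCm38 from 136143822 to 136145392, was 2.46-fold higher with PDGF than with FGF at 4 hr, at 48.9 against 19.9 FPKM. *Id2* was 2.23-fold higher with PDGF, at 17.8 against 8.01 FPKM, and *Id1* 1.54-fold, at 17.2 against 11.2. *Mef2c* was 2.65-fold higher with PDGF, at 5.04 against 1.9 FPKM, and *Atoh8*, a basic helix-loop-helix gene, 4.47-fold, at 1.54 against 0.345. The Id genes and BMP targets, a list fixed in advance that holds *Id1*, *Id2*, *Id3* and *Atoh8*, stood apart. Of 10 measured, 5 were higher with PDGF and none was higher with FGF, and the median log2 ratio was -0.42. *Smad6*, a feedback inhibitor of BMP signaling, was at 7.12 against 2.66 FPKM. The study chose *Id1*, *Id2*, *Id3* and *Atoh8* on these samples, and they are 4 of the 5 list genes higher with PDGF, so the list's shift is not independent evidence.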

In line with PDGF directing a skeletal differentiation program, the *Id* genes (Maeda et al., 2004; Kee and Bronner-Fraser, 2005) and *Mef2c* (Verzi et al., 2007) are required for craniofacial skeleton development in vivo. In addition, mouse genome informatics mammalian phenotype analysis to determine overrepresented mouse phenotypes (Chen et al., 2013) identifies abnormal craniofacial bone development as the most enriched phenotype in the 4-hr PDGF target genes (Figure 5—figure supplement 1B, B'). 

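*Fgf18*, needed for the growth of cranial bones, was the gene with the largest excess with PDGF among the paper's genes of craniofacial phenotypes, at a log2 ratio of -2.22 (FGF over PDGF). The POU transcription factor genes *Pou3f4* and *Pou3f3* were at 7.13 against 3.2 and 11.9 against 6.99 FPKM with PDGF and FGF, and *Gas1*, which encodes a co-receptor of Hedgehog ligands, at 18.6 against 9.44. *Foxc1* was at 12.3 against 7.11 FPKM and *Sox9* at 19 against 12.3. Of the 21 genes, 20 were higher with PDGF by 1.5-fold or more, with a median log2 ratio of -0.79. The study chose them from genes called higher with PDGF, so the direction is not independent evidence. Transcription factors of the palatal mesenchyme, fixed in advance, did not stand apart, with a median of -0.13. *Osr1* and *Alx1* were higher with PDGF, and the other 11 of 13 stayed within 1.5-fold. *Gas1* was chosen after its values were seen.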

Plotting the expression of these FGF-proliferation and PDGF-differentiation genes emphasizes the distinct responses of these gene sets to these two growth factors (Figure 5B). Furthermore, many proliferation genes are reduced upon MEK inhibition and induced upon PI3K inhibition, while the opposite is apparent for differentiation genes, consistent with the FGF-ERK and PDGF-PI3K dependencies observed globally at the transcriptional level.

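Proliferation genes lowered by PD in FGF-treated cells included *Myc*, at 14.6 FPKM against 74.9 with FGF alone, *Hbegf*, at 32.6 against 121, and *Spry2*, at 4.36 against 22.1. With LY, *Hbegf* was at 252 FPKM, *Ereg* at 20.2 and *Il11* at 11.9, each higher than with FGF alone, while *Myc* was lower, at 49.8, and *Plau* was lower. Of the 36 proliferation genes, 25 were lower and 1, *Jun*, was higher with PD in FGF-treated cells, with a median log2 ratio of -1.18. With LY, 9 were higher and 8 lower, with a median of 0.02. Of the 16 skeletal differentiation genes, 4 were higher with PD in PDGF-treated cells, *Gas1* at 40.7 FPKM, *Bmp3* at 13.6, *Fgf18* at 24 and *Myog* at 2.06, and 1, *Sox9*, was lower. With LY in PDGF-treated cells, 4 were lower, *Bmp3* at 2.39 FPKM, *Gli2*, a Hedgehog effector gene, at 2.95, *Sox9* and *Myog*, and 1, *Fgf18*, was higher, at 28.1. The medians were 0.05 with PD and 0.07 with LY. In FGF-treated cells, where these genes are lower to begin with, 10 of the 16 were higher with PD than with FGF alone. *Wnt9a* was at 80.7 FPKM with FGF + PD against 24. The study chose both groups on the ligand-alone samples, so these counts are not independent evidence, and *Spry2*, *Gas1*, *Bmp3* and *Gli2* were chosen after their values were seen.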

**Figure 5.**
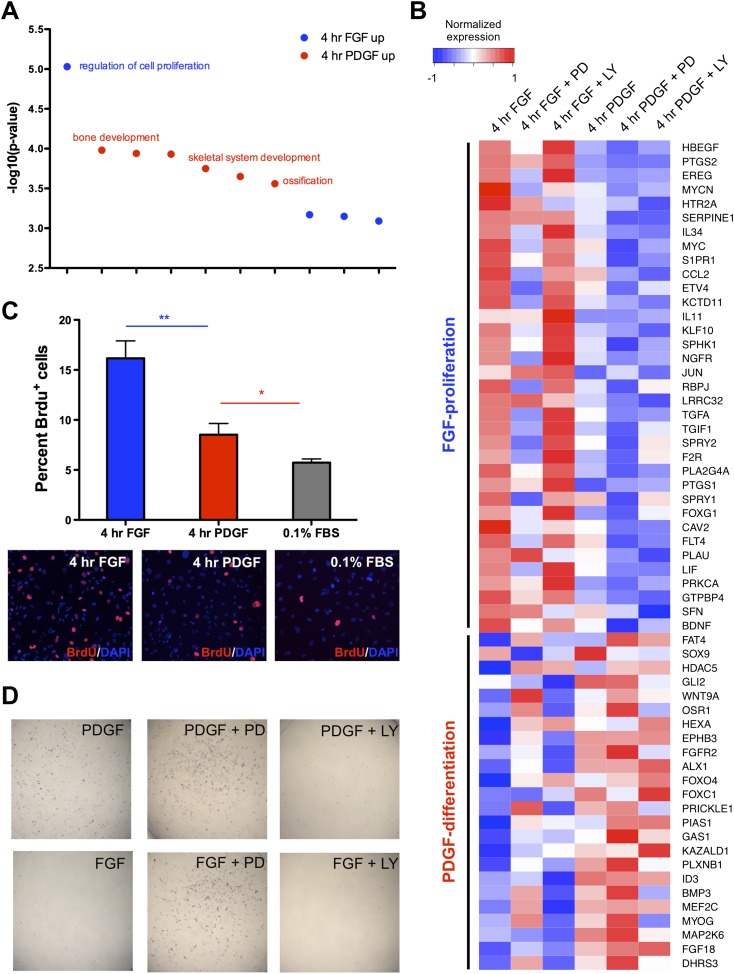
Distinct cellular outcomes are specified in response to PDGF and FGF signaling. (**A**) Gene ontology analysis of genes DE between the 4-hr FGF and 4-hr PDGF conditions shows enrichment for regulators of cell proliferation in genes upregulated by FGF treatment. In contrast, genes implicated in skeletal differentiation are overrepresented in the genes more highly expressed following PDGF treatment (**B**) Genes associated with cell proliferation are strongly upregulated by FGF treatment, while genes associated with cell differentiation are increased following PDGF stimulation. In addition, MEK inhibition represses many proliferation genes but induces differentiation genes, while PI3K inhibition has the opposite effect. Genes ordered by decreasing ratio of FGF:PDGF expression. (**C**) FGF induces a significantly more robust proliferation response than PDGF in MEPMs, although PDGF does promote a modest response compared to starved cells (0.1% FBS). Quantification plotted as mean ± SEM, n = 3. Two tailed, unpaired t-test: *p < 0.05; **p < 0.005 (**D**) PDGF, but not FGF, treatment promotes alkaline phosphatase (AP) (osteoblast marker) positive cells. Furthermore, PD treatment drives AP staining, while LY treatment abolishes AP staining independent of growth factor stimulation. AP staining performed 8 hr following ligand treatment. **DOI:** http://dx.doi.org/10.7554/eLife.07186.010

**Figure 5—figure supplement 1.**
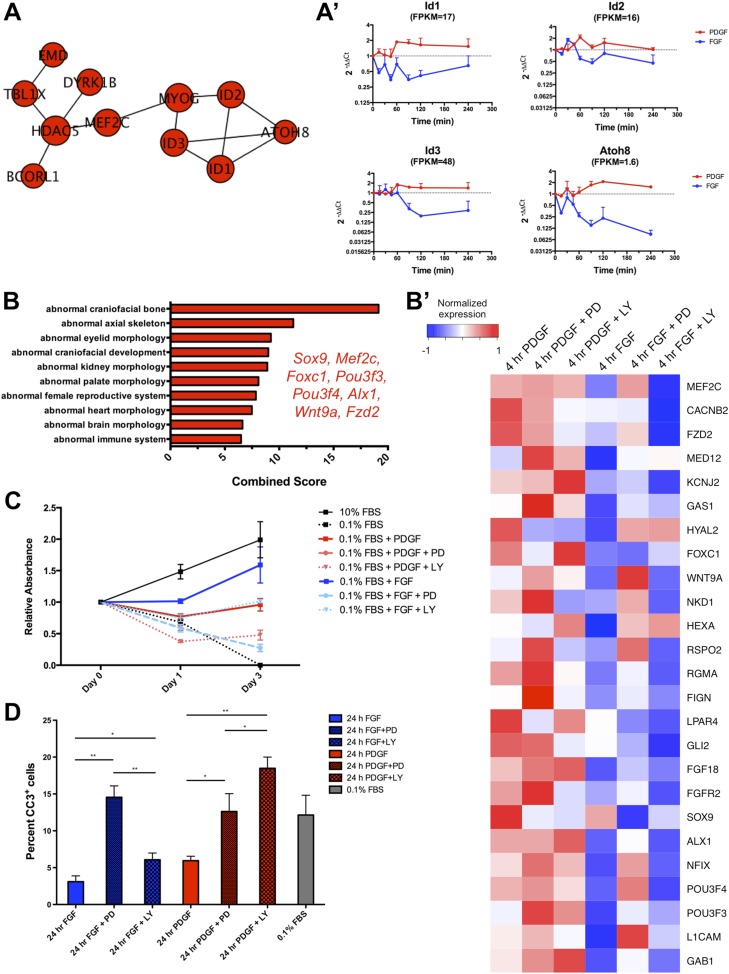
PDGF-mediated differentiation responses exhibit a preference for PI3K signaling, while FGF-mediated effects on proliferation show greater MEK/ERK dependence. (**A**). The PPI network for the genes upregulated at 4 hr following PDGF treatment shows a concentration of genes involved in controlling cell differentiation (*Id1*, *Id2*, *Id3*, *Atoh8*, *Mef2c*), suggesting a PDGF-mediated differentiation program in MEPMs. (**A'**) Validation of genes in the PDGF target PPI network by qPCR confirmed these genes are increased following PDGF stimulation compared to FGF treatment. (**B**) Genes with higher expression at 4 hr following PDGF treatment show enrichment for craniofacial and skeletal phenotypes in mice, consistent with the enrichment for differentiation genes in the 4-hr PDGF condition. The top 10 terms are shown, and selected genes with craniofacial phenotypes are listed. (**B'**) Heatmap displaying expression of genes associated with craniofacial phenotypes and exhibiting increased expression at 4 hr PDGF stimulation. Many of these genes show increased expression upon MEK inhibition and decreased expression upon PI3K inhibition, consistent with a PDGF-PI3K-differentiation circuit. (**C**) Crystal violet assay demonstrates that a full FGF response (blue lines) requires both MEK/ERK and PI3K activity, although the effect of MEK/ERK inhibition is significantly greater. In contrast, the PDGF-mediated effect (red lines) on cell viability requires both MEK/ERK and PI3K activity, suggesting these pathways are utilized somewhat equally downstream of PDGF signaling. Data plotted as mean ± SEM, n = 3. (**D**) Cleaved Caspase-3 staining reveals that inhibition of FGF-mediated MEK/ERK signaling leads to significantly greater apoptosis, while both MEK and PI3K inhibition downstream of PDGF signaling leads to cell death. Data plotted as mean ± SEM, with cell percentages quantified across three fields of view for three biological replicates. CC3: Cleaved Caspase-3. *p < 0.1; **p < 0.01. **DOI:** http://dx.doi.org/10.7554/eLife.07186.011

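With PD in PDGF-treated cells, *Rspo2*, needed for limb and face development, was higher at 97 FPKM, *Nkd1* at 7.05 and *Pou3f3* at 21.5, against 18.9, 3.55 and 11.9 with PDGF alone. With LY, *Sox9*, *Gli2* and *Nkd1* were lower, *Nkd1* at 1.64 FPKM, while *Fgf18* and the potassium channel gene *Kcnj2* were higher, *Kcnj2* at 8.38 against 4.76. *Pou3f4*, *Alx1* and *Foxc1* stayed within 1.5-fold of PDGF alone with either inhibitor, at 7.89, 8.28 and 8.96 FPKM with PD and 6.28, 9.59 and 14.2 with LY. Of the 21 genes, 7 were higher and 2 lower with PD, with a median log2 ratio of 0.30, and 3 were lower, 2 higher and 16 within 1.5-fold with LY, with a median of -0.12. Compared with each other in PDGF-treated cells, 7 genes were higher and 3 lower with PD than with LY. The study chose the genes on the 4 hr PDGF values, so falls from these values are not independent evidence, and *Gli2* was chosen after its values were seen.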

To directly assay cell proliferation, we performed BrdU labeling at 4 hr following either FGF or PDGF treatment in E13.5 MEPMs; while PDGF induces a modest response compared to serum-starved cells, we found a significantly greater proliferative response to FGF (Figure 5C). Crystal violet staining for cell viability confirms a greater effect of FGF than PDGF as well as the importance of MEK/ERK activity for this response (Figure 5—figure supplement 1C). Furthermore, the PDGF-dependent effect on cell viability is significantly greater at day 3 compared to the 0.1% fetal bovine serum (FBS) treated cells, underscoring the role of PDGF in cell survival/growth in the absence of other growth factors. We next measured apoptosis following PDGF and FGF treatment in the presence of both inhibitors (Figure 5—figure supplement 1D). Consistent with the cell viability results and phospho-JNK induction patterns, MEK inhibition following FGF stimulation results in a greater increase in apoptosis than inhibition of FGF-mediated PI3K signaling; in contrast, PI3K inhibition has a greater effect than MEK inhibition downstream of PDGF stimulation, although inhibiting either pathway results in increased apoptosis. Finally, we tested cell differentiation by alkaline phosphatase (AP) staining, a marker of osteoblast differentiation (Wu et al., 2008). PDGF-treated MEPMs display a robust AP response, while FGF-treated cells show a striking lack of AP positive cells (Figure 5D). In addition, MEK/ERK inhibition increases AP staining, but PI3K inhibition represses osteoblast differentiation (Figure 5D). These experiments suggest the following model: FGF drives cell proliferation and represses cell differentiation in a MEK/ERK-dependent manner, while PDGF facilitates cell differentiation, at the expense of reduced proliferation, in a PI3K-dependent manner.

### The FGF repressed, PI3K-dependent differentiation circuit is conserved during mouse craniofacial development

Finally, we sought to investigate the FGF-ERK-proliferation and PDGF-PI3K-differentiation axes in vivo. We first examined the expression pattern of *Fgfr1* in relation to *Dusp6* (ERK-specific), *Dusp1* (JNK-specific), and *Dusp10* (JNK-specific) in the E13.5 palate by in situ hybridization (Figure 6—figure supplement 1A). Although *Dusp1* and *Dusp10* are primarily epithelial, *Fgfr1* and *Dusp6* are co-expressed in the anterior palatal mesenchyme, consistent with previous work implicating ERK in proliferation within this region (Bush and Soriano, 2010). Similarly, immunohistochemistry (IHC) revealed pERK is scattered in the anterior palatal mesenchyme, with some epithelial staining (Figure 6—figure supplement 1B). However, cell proliferation along the anterior–posterior axis is relatively uniform in the E13.5 palate (Bush and Jiang, 2012), complicating assignment of the observed expression patterns to a spatially restricted proliferation program. We next explored the relationship between PI3K signaling and osteoblast differentiation. Whole mount IHC for pAkt at E13.5 demonstrates expression restricted to the developing upper lip and middle to posterior palate, overlapping with AP in these structures (Figure 6A). We further assayed the pattern of Runx2 expression (Figure 6B) in comparison to *Pdgfra*, *Id1*, and *Id3* in the E13.5 palate (Figure 6B'), finding shared domains of expression and exclusion in the palate. Taken together, this correlation between PI3K activity, the *Id* genes, and regions of osteoblast differentiation supports the existence of a spatially restricted PDGF-PI3K-differentiation axis.

**Figure 6.**
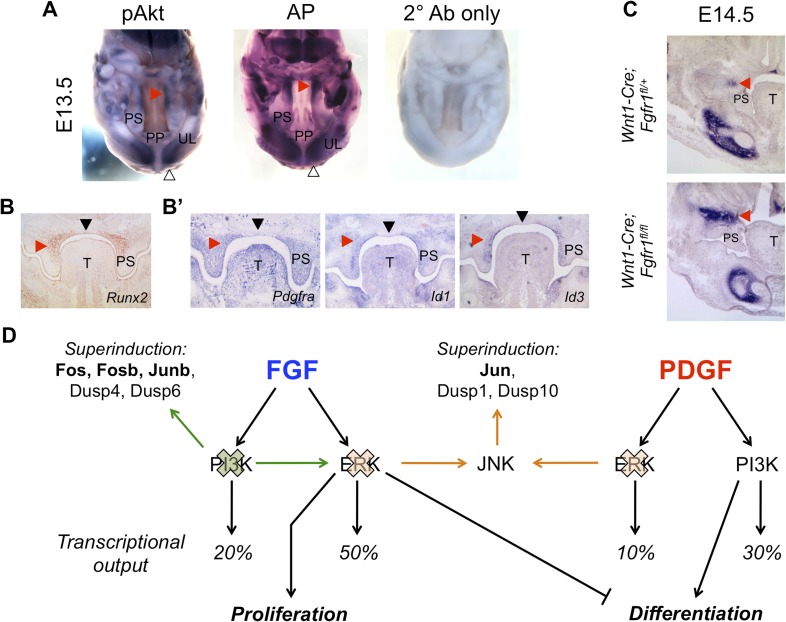
In vivo correlation and perturbation of the RTK-mediated differentiation program during mouse craniofacial development. (**A**) At E13.5, pAkt and AP domains co-localize in the middle to posterior secondary palate (red arrowhead) as well as in the developing upper lip (open arrowhead). (**B**) Domain of Runx2 (osteoblast marker) expression overlaps with (**B’**) *Pdgfra*, *Id1*, and *Id3* expression in the middle to posterior palate (red arrowhead), with expression excluded along the midline (black arrowhead). (**C**) Frontal sections from neural crest conditional *Fgfr1* mutants (*Wnt1-Cre; Fgfr1*^*fl/fl*^) exhibit increased AP staining in the developing midface at E14.5, supporting an in vivo role for FGF-mediated repression of osteoblast differentiation (red arrowhead) (n = 3). (**D**) FGF and PDGF signaling use different signaling pathways to instruct divergent cellular outcomes. FGF drives cell proliferation and represses cell differentiation in an ERK-dependent manner, consistent with a greater percentage of the FGF target genes being MEK/ERK dependent (50%) than PI3K dependent (20%). In contrast, PDGF promotes cell differentiation in a PI3K-dependent manner, and PDGF target genes show greater PI3K dependence (30%) than MEK/ERK dependence (10%). Furthermore, inhibition of PI3K signaling leads to an FGF specific induction of pERK (green) and consequently increased transcription of ERK targets such as *Fos*, *Fosb*, and *Junb*. On the other hand, MEK/ERK inhibition leads to pJNK induction (orange) and transcription of *Jun*, indicating multiple crosstalk mechanisms across different intracellular pathways in response to RTK activation. PP: primary palate; PS: palatal shelf; T: tongue; UL: upper lip. **DOI:** http://dx.doi.org/10.7554/eLife.07186.012

**Figure 6—figure supplement 1.**
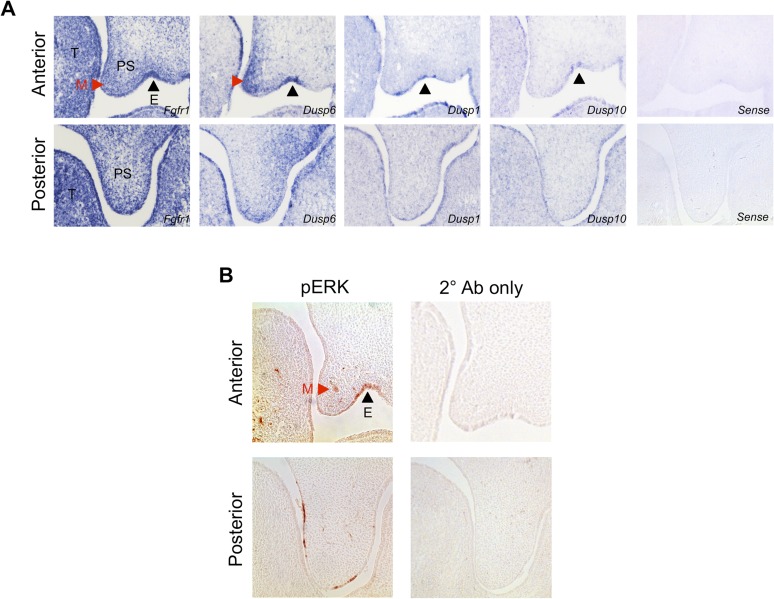
Patterns of gene expression and pERK activity in the E13.5 palate. (**A**) In situ hybridization for *Fgfr1*, *Dusp6*, *Dusp1*, and *Dusp10* in the E13.5 palate indicates no obvious spatial correlation between receptor expression and putative domains of ERK and JNK activity. *Fgfr1* and *Dusp6* show enrichment in the anterior palatal mesenchyme (red arrowhead) and epithelium (black arrowhead), while *Dusp1* and *Dusp10* expression are primarily epithelial (black arrowhead). (**B**) Immunohistochemistry for pERK reveals broad expression in both the E13.5 anterior palatal mesenchyme (red arrowhead) and epithelium (black arrowhead). E: epithelium; M: mesenchyme; PS: palatal shelf; T: tongue. **DOI:** http://dx.doi.org/10.7554/eLife.07186.013

In MEPMs, FGF drives proliferation and represses differentiation. One prediction from this observation is that *Fgfr1* mutants would have decreased repression of this program, and consequently, increased differentiation in the midface. We, therefore, performed AP staining on neural crest conditional *Fgfr1* mutants (*Wnt1-Cre; Fgfr1*^*fl/fl*^) at E14.5 to investigate defects in osteoblast differentiation. We observed an increased domain of AP in the maxillary region of *Fgfr1* conditional mutants compared to heterozygous controls (Figure 6C). Collectively, these results suggest the FGF repressed, PI3K-dependent differentiation program identified in MEPMs is conserved in vivo.

## Discussion

Our studies show that PDGF and FGF signaling in MEPMs regulate different gene expression programs and phenotypic outputs, with PDGF mainly promoting cell differentiation through PI3K and FGF favoring cell proliferation through ERK. Although the initial wave of gene expression shows high overlap, FGF elicits a quantitatively stronger response in terms of both signal magnitude and duration, which is reinforced by a positive signal from the delayed transcriptional wave in response to FGF but not PDGF. Furthermore, FGF-responsive genes are predominantly ERK dependent, while PDGF targets exhibit greater PI3K dependence genome-wide, relationships mimicked at the level of cellular outcome. Finally, we observed correlation between PDGF-PI3K signaling and osteoblast differentiation at E13.5 as well as increased AP staining in *Fgfr1* mutants, indicating the differentiation circuit repressed by FGF signaling in MEPMs is functional in vivo.

The architecture of the transcriptional response to RTK signaling has been well described as three stereotypic waves: an IEG response, a delayed wave providing feedback control, and a late wave determining cellular outcome (Amit et al., 2007; Avraham and Yarden, 2011). In MEPMs, the magnitude and duration of the IEG wave is much stronger in response to FGF compared to PDGF, suggesting one level of specificity may be achieved through quantitative differences in IEG induction. Indeed, transient and sustained pERK induction, resulting in distinct magnitudes of *Fos* mRNA expression, drive binary responses in c-Fos abundance and activity at the protein level (Murphy et al., 2002; Nakakuki et al., 2010), delineating one mechanism through which quantitative differences lead to a thresholded ‘ON-OFF’ response in downstream transcriptional activity. Thus, in addition to the observed PDGF-PI3K and FGF-ERK relationships, distinct patterns of IEG transcription factor expression may also contribute to the divergent gene expression profiles at later time points.

While inhibition of the delayed transcriptional response prolongs the PDGF-pERK wave, the opposite effect is observed on FGF-pERK induction. This result is consistent with the diversity of feedback and feedforward regulation on the RTK response (Avraham and Yarden, 2011; Volinsky and Kholodenko, 2013). In addition to transcriptional feedback, many other mechanisms, including ligand identity and receptor endocytosis (Francavilla et al., 2013), contribute toward specifying the signaling response to RTK activation. The complexity of this regulation underscores the intricate balance between positive and negative control systems, and it will be critical to determine how these regulatory mechanisms interact to produce the desired developmental outcomes.

Given the pleiotropic roles of RTKs, a central question involves how a common set of signal transduction modules specifies distinct outcomes. Our study supports a model in which differential intracellular pathway activation is responsible for the distinct transcriptional responses and cellular processes mediated by RTK signaling in MEPMs (Figure 6D). Pathway activation downstream of a single RTK can be affected by many parameters, such as receptor expression level (Traverse et al., 1994; Tallquist et al., 2003), suggesting that even a single receptor can regulate multiple downstream outputs and transcriptional programs across different contexts. The role of quantitative differences in the pERK response leading to distinct cellular outcomes is well characterized in PC12 neurons (Marshall, 1995), and the transcriptional response to the proliferative program mediated by sustained pERK activation in 3T3 fibroblasts has been reported (Yamamoto et al., 2006). Building on these studies, the MEPM RNA-seq data provide insight into the differences in gene expression following both transient and sustained pERK induction as well as qualitatively specific target genes downstream of MEK/ERK and PI3K signaling, with the added advantage of profiling these responses within a system requiring these pathways for normal development. It is important to note that mRNA levels alone (as measured by RNA-seq) are not the only level of specificity in the transcriptional response, for example, differential cofactor recruitment can also specify distinct gene expression programs in response to FGF and PDGF signaling (Vasudevan and Soriano, 2014). Further work is necessary to identify the precise mechanisms regulating the activity of individual RTK target genes.

Although we focused on MEK/ERK and PI3K signaling based on their reported roles downstream of PDGF and FGF during development (Klinghoffer et al., 2002; Corson et al., 2003), many other intracellular pathways are activated by RTKs, such as JNK, p38, Src, PLCγ, and PKC (Lemmon and Schlessinger, 2010). As previously reported in other contexts (Bhalla et al., 2002; Santos et al., 2007), we found the FGF-pERK induction was dependent on PKC activity, and we further identified crosstalk in the presence of pathway inhibition between ERK, PI3K, and JNK. In addition, a subset of genes (34% FGF, 43% PDGF) are not affected by MEK/ERK or PI3K inhibition, suggesting they either lie downstream of other intracellular pathways or require inhibition of both ERK and PI3K. Thus, while our studies demonstrate PI3K is necessary for differentiation and ERK is necessary for proliferation in MEPMs, the high connectivity across intracellular pathways suggests no single pathway in isolation is sufficient to drive transcriptional responses and cellular outcomes in their entirety. Rather, integrated output from multiple effector pathways likely contributes to the ultimate cellular outcome, and instead of the existence of linear PDGF-PI3K-differentiation and FGF-ERK-proliferation axes, we favor a model in which multiple signaling events converge on PI3K to promote differentiation and ERK to drive proliferation in the midface.

The finding that effector inhibition increased the induction of many RTK target genes was surprising given their presumed primary function as positive effectors of signaling. The ‘superinduction’ of these transcriptional responses was due at least in part to compensatory activation of other pathways: inhibition of pERK downstream of both RTKs resulted in increased pJNK induction while inhibition of PI3K downstream of FGF, but not PDGF, resulted in increased pERK activation. This observation has implications for both genetic studies in mice and any system in which effector inhibition is used as an experimental or therapeutic agent. First, allelic series experiments in which adaptor binding is abrogated in order to abolish specific effector cascades may result in induction of alternate signaling pathways, complicating assignment of developmental function to a single intracellular pathway. Indeed, mice harboring a PI3K binding site mutation at the PDGFRα locus show increased SHP2 binding and altered pERK activation (Klinghoffer et al., 2002). Second, chemical inhibition of these effectors may prime activation of other pathways, facilitating alternate signaling mechanisms and cellular outcomes. Many examples of such crosstalk between ERK and PI3K (Mendoza et al., 2011; Sun and Bernards, 2014) as well as ERK and JNK (Lopez-Bergami et al., 2007) have been described downstream of RTK signaling in cancer. The MEPM RNA-seq data provide a transcriptional signature for this crosstalk, offering an additional readout to measure activation of these pathways. However, it is important to caution that these responses likely vary based on cellular context, and although the core target genes and effector dependencies may be conserved, extrapolating this framework to other systems requires careful validation.

In comparing our gene expression studies to mouse craniofacial development in vivo, we found co-localization of pAkt and AP in the upper lip and middle to posterior palate at E13.5 as well as overlapping domains of *Runx2* and *Id* gene expression, indicating the PDGF-PI3K axis identified in MEPMs is correlated with osteoblast differentiation in the midface. It is interesting to note that the distribution of *Pdgfra* mRNA expression compared to pAkt activity and AP staining is not strictly one-to-one; we speculate other factors such as ligand distribution, availability of intracellular signaling proteins, and input from other pathways may contribute toward the spatially restricted domains of osteoblast differentiation. We further observed elevated AP expression in *Fgfr1* conditional mutants at E14.5, consistent with FGF-mediated repression of osteoblast differentiation. Many functions have been ascribed to FGF signaling in skeletogenesis (Ornitz and Marie, 2002), and a combination of parameters is likely responsible for the multiplicity of observed roles, such as ligand identity (Francavilla et al., 2013) and cellular context. During palatogenesis, *Fgfr1* mutants have been previously reported to exhibit proliferation defects and increased BMP (Bone Morphogenetic Protein) signaling (Wang et al., 2013), supporting the notion that FGF drives proliferation and represses differentiation in this system. In addition, the facial clefting phenotypes associated with neural crest conditional loss of RAF, MEK, or ERK (Newbern et al., 2008) suggest that the FGF-ERK axis is functionally relevant in vivo.

One important point merits further discussion: Are PI3K and ERK induction interpreted the same independently of the stimulus driving effector activity? There is evidence to suggest this is indeed the case, as IGF (Insulin-like growth factor 1)-mediated PI3K/Akt activation is a key regulator of osteoblast differentiation in mesenchymal stem cells (Xian et al., 2012), consistent with the PI3K-mediated differentiation outcome in MEPMs. However, this interpretation is likely restricted in large part by cellular context, as MEK/ERK signaling functions as a positive regulator of differentiation in embryonic stem cells (Ying et al., 2008), in contrast to the role of MEK/ERK signaling in MEPMs. In skeletal differentiation, our findings of a MEK/ERK-mediated proliferation program and PI3K-mediated differentiation program are in line with previous work analyzing the role of these effectors (Mansukhani et al., 2005; Raucci et al., 2008; Miraoui and Marie, 2010). In addition, a FGF-PKC-AP-1 signaling axis in calvarial osteoblasts has been reported (Miraoui et al., 2010), consistent with the MEPM data linking FGF to a robust AP-1 response and FGF-mediated pERK activation to PKC signaling. Delineating the hierarchy between these signals and pathways and determining the exact combinations sufficient to specify particular outcomes will be key questions for future studies. The present work provides a roadmap of the gene expression profiles underlying these cellular behaviors and a transcriptomic view of how two different RTKs lead to distinct outcomes.

## Materials and methods

### Mouse strains

All animal experiments were approved by the Institutional Animal Care and Use Committee at the Icahn School of Medicine at Mount Sinai. Wild-type C57B/6 mice were used to generate E13.5 MEPMs for RNA-seq. *Pdgfra*^*tm11(EGFP)Sor*^ (Hamilton et al., 2003), referred to as *Pdgfra-GFP* in the text, were maintained on a C57BL/6 background, and *FGFR1-CFP* mice (to be described elsewhere), *FGFR1*^*tm5.1Sor*^ mice (Hoch and Soriano, 2006), referred to as *Fgfr1*^*fl/fl*^ in the text, and *Tg(Wnt1-Cre)11Rth* mice (Danielian et al., 1998), referred to as *Wnt1-Cre* in the text, were all maintained on a 129S4 background.

### Tissue culture

Primary MEPM cells were isolated from E13.5 secondary palatal shelves (day of plug: E0.5) as previously described (Fantauzzo and Soriano, 2014; Vasudevan and Soriano, 2014). Cells were grown in Dulbecco's modified Eagle’s medium (GIBCO; Invitrogen, Carlsbad, CA) with 10% fetal bovine serum (FBS; HyClone Laboratories, Logan, UT), 50 U/mL penicillin (GIBCO), 50 μg/mL streptomycin (GIBCO), and 2 mM L-glutamine (GIBCO). Cells were split twice to passage 2 for all experiments included in this study, and serum starvation was conducted in same media as above but with 0.1% FBS instead of 10% FBS. BrdU assays (Bush and Soriano, 2010; Vasudevan and Soriano, 2014) and AP staining (Wu et al., 2008) were performed as described previously.

### RNA-seq

Passage 2 E13.5 MEPMs were serum starved overnight in 0.1% FBS and then treated with either 30 ng/mL PDGFAA (R&D Systems, Minneapolis, MN) or 50 ng/mL FGF1 (Peprotech, Rocky Hill, NJ) + 1 μg/mL heparin (Sigma-Aldrich, St. Louis, MO) for the desired duration. When pathway inhibitors were used, cells were pretreated with either 1 μM PD325901 or 10 μM LY294002 for 30 min prior to growth factor addition. MEPMs generated from independent litters were used for each set of replicates, and RNA was collected using RNeasy Mini Kit (Qiagen Inc., Valencia, CA) according to manufacturer's protocol before submission to the Mount Sinai Genomics Core (http://icahn.mssm.edu/departments-and-institutes/genomics/about/resources/genomics-core-facility), where RNA was poly-A selected, libraries generated, and sequenced on Illumina HiSeq 2000. Between 25 and 40 million reads per sample were obtained and mapped to the mouse genome (version mm10) using TopHat (Kim et al., 2013). Genes were tested for differential expression by Cuffdiff and considered significant at q <0.1 (Trapnell et al., 2010). Data for untreated, 1-hr PDGF, and 1-hr FGF treated MEPMs are publicly available at the Gene Expression Omnibus (GEO), Accession GSE61755 (42). Data for 4 hr PDGF, 4 hr FGF, 1 hr PDGF + PD325901, 1 hr PDGF + LY294002, 4 hr PDGF + PD325901, 4 hr PDGF + LY294002, 1 hr FGF + PD325901, 1 hr FGF + LY294002, 4 hr FGF + PD325901, and 4 hr FGF + LY294002 samples are publicly available at the GEO, Accession GSE66484.

### RT-qPCR

E13.5 MEPMs were serum starved overnight in 0.1% FBS and then treated with desired growth factors and/or inhibitors as for RNA-seq. Total RNA was collected with the RNeasy Mini Kit (Qiagen Inc.). First-strand cDNA was then synthesized using a ratio of 2:1 random primers: Oligo(dT) with SuperScript II RT (Invitrogen). qPCR was performed using a Bio-Rad iQ5 Multicolor Real-Time PCR Detection System and analyzed with iQ5 Optical System Software (version 2.0; Bio-Rad, Hercules, CA). Reactions were performed with PerfeCTa SYBR Green FastMix for iQ (Quanta Biosciences Inc., Gaithersburg, MD) using 10 μM primers (Integrated DNA Technologies Inc., Coralville, IA). A list of qPCR primers used is available in Supplementary File 5. The following cycling protocol was used: step 1: 95°C for 3 min; step 2: 95°C for 10 s; step 3: 60° for 40 s; repeat to step 2 39× (total of 40 cycles), and a melting curve analysis was performed. In addition, PCR products were run on a 1.0% agarose gel to ensure correct amplicon size. *β2m* was used as an endogenous control.

### Western blot

MEPMs were serum starved overnight and treated as for RNA-seq and then washed 3× in ice-cold PBS (Phosphate-buffered saline) before being harvested in NP-40 lysis buffer (20 mM Tris–HCl pH 8, 150 mM NaCl, 10%glycerol, 1% Nonidet P-40, 2 mM EDTA (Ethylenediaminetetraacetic acid), 1× complete Mini protease inhibitor cocktail [Roche Applied Science, Indianapolis, IN], 1 mM PMSF (Phenylmethanesulfonylfluoride), 10 mM NaF, 1 mM Na3VO4, and 25 mM β-glycerophosphate). Total cell lysates were sonicated briefly and then collected by centrifugation. Lysates were then resuspended in Laemmli buffer containing 10% β-mercaptoethanol, heated at 95°C for 5 min, and separated by SDS-polyacrylamide gel electrophoresis.

The following inhibitors were used: LY294002 (Sigma-Aldrich), PD325901 (Stemgent, Cambridge, MA), cycloheximide (Fisher Scientific, Waltham, MA), and Bim I (Santa Cruz Biotechnology, Dallas, TX).

The following antibodies were used: anti-phospho MAPK p42/p44 (9201; Cell Signaling Technologies, Danvers, MA; 1:1000), anti-pAkt (9271; Cell Signaling Technologies; 1:1000), and anti-pJNK (4671; Cell Signaling Technologies; 1:1000). The anti-β tubulin E7 antibody (1:1000) developed by M. Klymkowsky was obtained from the Developmental Studies Hybridoma Bank developed under the auspices of the NICHD and maintained by The University of Iowa, Department of Biology, Iowa City, IA.

### Immunofluorescence

Immunofluorescence was performed as described previously (Vasudevan and Soriano, 2014). Briefly, cells were fixed in 4% formaldehyde at room temperature, blocked in 10% donkey serum, stained with primary antibody, and detected with secondary antibody, all for 1 hr at room temperature. The following antibodies were used: Anti-Cleaved Caspase-3 (CST9661; Cell Signaling Technology; 1:400). The anti-BrdU (G3G4, 1:500) developed by S. Kaufman was obtained from the Developmental Studies Hybridoma Bank, created by the NICHD of the NIH and maintained at The University of Iowa, Department of Biology, Iowa City, IA.

### IHC

IHC was performed as described previously (Fantauzzo and Soriano, 2014). For whole mounts, embryos were dissected onto ice-cold PBS, fixed overnight in 4:1 methanol:DMSO, cleared in 4:1:1 methanol:DMSO:H_2_O_2_, and stored in 100% methanol. For sections, embryos were fixed overnight in 4% paraformaldehyde (PFA) and embedded in paraffin. Staining was done with primary antibody overnight and a goat anti-rabbit IgG peroxidase-conjugated secondary antibody (Jackson ImmunoResearch Laboratories Inc., West Grove, PA). Detection was performed using the Vector Laboratories SK-4100 kit (Vector Laboratories Inc., Burlingame, CA).

### In situ hybridization

Embryos were dissected in ice-cold PBS and fixed overnight in 4% PFA and embedded in paraffin or optimal cutting temperature compound for sectioning. In situ hybridization was performed according to standard protocols (He and Soriano, 2013; Vasudevan and Soriano, 2014). A list of probe sequences is provided in Supplementary File 5.

### Data analysis

Generation of heatmaps, PCA, and other analysis were performed through custom code in R. PCA was done using the ‘prcomp’ function on centered, median normalized data, and correlation matrix was constructed using the ‘cor’ function on log_2_(FPKM + 1) transformed data. Hierarchical clustering and heatmaps were generated using the ‘heatmap.2’ and ‘hclust’ functions. Pearson's correlation was used in the correlation matrix, and Euclidean distance was used as a distance metric for hierarchical clustering. PPI networks were constructed using the Expression2Kinase software (Chen et al., 2012) based on an updated version of Genes2Networks (Berger et al., 2007), only direct connections (path length = 1) were considered, and all published PPI databases except predicted PPIs were included. Networks were visualized and formatted in yEd (www.yworks.com). For Gene ontology analysis (Huang et al., 2009), only those terms at a significance threshold of p <0.001 were included. Redundant GO terms comprising an identical or fully shared subset of genes were removed. A full list of GO results is provided in Supplementary File 4.

## Additional files

Supplementary file 1. FPKM values for all genes across all sequenced conditions. **DOI:** http://dx.doi.org/10.7554/eLife.07186.014

Supplementary file 2. Expression for all differentially expressed genes (*Cuffdiff* q < 0.1). **DOI:** http://dx.doi.org/10.7554/eLife.07186.015

Supplementary file 3. Inhibitor dependence for RTK target genes. **DOI:** http://dx.doi.org/10.7554/eLife.07186.016

Supplementary file 4. Compiled gene ontology analysis. **DOI:** http://dx.doi.org/10.7554/eLife.07186.017

Supplementary file 5. PCR primers and in situ hybridization probes. **DOI:** http://dx.doi.org/10.7554/eLife.07186.018

### Major datasets

The following datasets were generated:

Vasudevan HN, 2014, PDGF and FGF treatment in E13.5 MEPMs, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61755, Publicly available at NCBI Gene Expression Omnibus (GSE61755).

Vasudevan HN, 2015, PDGF and FGF treatment in E13.5 MEPMs II, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66484, Publicly available at NCBI Gene Expression Omnibus (GSE66484).

## References

[bib1] Amit I, Citri A, Shay T, Lu Y, Katz M, Zhang F, Tarcic G, Siwak D, Lahad J, Jacob-Hirsch J, Amariglio N, Vaisman N, Segal E, Rechavi G, Alon U, Mills GB, Domany E, Yarden Y (2007). A module of negative feedback regulators defines growth factor signaling. Nature Genetics.

[bib2] Avraham R, Yarden Y (2011). Feedback regulation of EGFR signalling: decision making by early and delayed loops. Nature Reviews. Molecular Cell Biology.

[bib3] Bentires-Alj M, Kontaridis MI, Neel BG (2006). Stops along the RAS pathway in human genetic disease. Nature Medicine.

[bib4] Berger SI, Posner JM, Ma'ayan A (2007). Genes2Networks: connecting lists of gene symbols using mammalian protein interactions databases. BMC Bioinformatics.

[bib5] Bhalla US, Ram PT, Iyengar R (2002). MAP kinase phosphatase as a locus of flexibility in a mitogen-activated protein kinase signaling network. Science.

[bib6] Bush JO, Jiang R (2012). Palatogenesis: morphogenetic and molecular mechanisms of secondary palate development. Development.

[bib7] Bush JO, Soriano P (2010). Ephrin-B1 forward signaling regulates craniofacial morphogenesis by controlling cell proliferation across Eph-ephrin boundaries. Genes & Development.

[bib7a] Caloca MJ, Zugaza JL, Matallanas D, Crespo P, Bustelo XR (2003). Vav mediates Ras stimulation by direct activation of the GDP/GTP exchange factor Ras GRP1. EMBO Journal.

[bib8] Chen EY, Tan CM, Kou Y, Duan Q, Wang Z, Meirelles GV, Clark NR, Ma'ayan A (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics.

[bib9] Chen EY, Xu H, Gordonov S, Lim MP, Perkins MH, Ma'ayan A (2012). Expression2Kinases: mRNA profiling linked to multiple upstream regulatory layers. Bioinformatics.

[bib10] Choi SJ, Marazita ML, Hart PS, Sulima PP, Field LL, McHenry TG, Govil M, Cooper ME, Letra A, Menezes R, Narayanan S, Mansilla MA, Granjeiro JM, Vieira AR, Lidral AC, Murray JC, Hart TC (2009). The PDGF-C regulatory region SNP rs28999109 decreases promoter transcriptional activity and is associated with CL/P. European Journal of Human Genetics: EJHG.

[bib11] Cochran BH, Reffel AC, Stiles CD (1983). Molecular cloning of gene sequences regulated by platelet-derived growth factor. Cell.

[bib12] Corson LB, Yamanaka Y, Lai KM, Rossant J (2003). Spatial and temporal patterns of ERK signaling during mouse embryogenesis. Development.

[bib13] Danielian PS, Muccino D, Rowitch DH, Michael SK, McMahon AP (1998). Modification of gene activity in mouse embryos in utero by a tamoxifen-inducible form of Cre recombinase. Current biology.

[bib14] Ding H, Wu X, Boström H, Kim I, Wong N, Tsoi B, O'Rourke M, Koh GY, Soriano P, Betsholtz C, Hart TC, Marazita ML, Field LL, Tam PP, Nagy A (2004). A specific requirement for PDGF-C in palate formation and PDGFR-alpha signaling. Nature Genetics.

[bib15] Fambrough D, McClure K, Kazlauskas A, Lander ES (1999). Diverse signaling pathways activated by growth factor receptors induce broadly overlapping, rather than independent, sets of genes. Cell.

[bib16] Fantauzzo KA, Soriano P (2014). PI3K-mediated PDGFRα signaling regulates survival and proliferation in skeletal development through p53-dependent intracellular pathways. Genes & Development.

[bib17] Fantauzzo KA, Soriano P (2015). Receptor tyrosine kinase signaling: regulating neural crest development one phosphate at a time. Current Topics in Developmental Biology.

[bib18] Francavilla C, Rigbolt KT, Emdal KB, Carraro G, Vernet E, Bekker-Jensen DB, Streicher W, Wikström M, Sundström M, Bellusci S, Cavallaro U, Blagoev B, Olsen JV (2013). Functional proteomics defines the molecular switch underlying FGF receptor trafficking and cellular outputs. Molecular Cell.

[bib18a] Gotoh T, Cai D, Tian X, Feig L, Lerner A (2000). p130(Cas) regulates the activity of AND-34, a novel Ral, Rap1, and R-Ras guanine nucleotide exchange factor. Journal of Biological Chemistry.

[bib19] Hamilton TG, Klinghoffer RA, Corrin PD, Soriano P (2003). Evolutionary divergence of platelet-derived growth factor alpha receptor signaling mechanisms. Molecular and Cellular Biology.

[bib20] He F, Soriano P (2013). A critical role for PDGFRα signaling in medial nasal process development. Plos Genetics.

[bib21] Hoch RV, Soriano P (2006). Context-specific requirements for Fgfr1 signaling through Frs2 and Frs3 during mouse development. Development.

[bib22] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature Protocols.

[bib23] Hunter T (2000). Signaling—2000 and beyond. Cell.

[bib24] Iwata J, Hacia JG, Suzuki A, Sanchez-Lara PA, Urata M, Chai Y (2012). Modulation of noncanonical TGF- β signaling prevents cleft palate in Tgfbr2 mutant mice. The Journal of Clinical Investigation.

[bib25] Kee Y, Bronner-Fraser M (2005). To proliferate or to die: role of Id3 in cell cycle progression and survival of neural crest progenitors. Genes & Development.

[bib26] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biology.

[bib26a] Kiss-Toth E, Bagstaff SM, Sung HY, Jozsa V, Dempsey C, Caunt JC, Oxley KM, Wyllie DH, Polgar T, Harte M, O'Neill LA, Qwarnstrom EE, Dower SK (2004). Human tribbles, a protein family controlling mitogen-activated protein kinase cascades. Journal of Biological Chemistry.

[bib27] Klinghoffer RA, Hamilton TG, Hoch R, Soriano P (2002). An allelic series at the PDGFαR locus indicates unequal contributions of distinct signaling pathways during development. Developmental Cell.

[bib28] Lanner F, Rossant J (2010). The role of FGF/Erk signaling in pluripotent cells. Development.

[bib29] Lau LF, Nathans D (1987). Expression of a set of growth-related immediate early genes in BALB/c 3T3 cells: coordinate regulation with c-fos or c-myc. Proceedings of the National Academy of Sciences of USA.

[bib30] Lemmon MA, Schlessinger J (2010). Cell signaling by receptor tyrosine kinases. Cell.

[bib31] Li C, Scott DA, Hatch E, Tian X, Mansour SL (2007). Dusp6 (Mkp3) is a negative feedback regulator of FGF-stimulated ERK signaling during mouse development. Development.

[bib31a] Li L, Sun L, Gao F, Jiang J, Yang Y, Li C, Gu J, Wei Z, Yang A, Lu R, Ma Y, Tang F, Won Kwon W, Zhao Y, Li J, Jin Y (2010). Stk40 links the pluripotency factor Oct4 to the Erk/MAPK pathway and controls extraembryonic endoderm differentiation. Proceedings of the National Academy of Sciences of USA.

[bib32] Lopez-Bergami P, Huang C, Goydos JS, Yip D, Bar-Eli M, Herlyn M, Smalley KS, Mahale A, Eroshkin A, Aaronson S, Ronai Z (2007). Rewired ERK-JNK signaling pathways in melanoma. Cancer Cell.

[bib33] Maeda Y, Tsuji K, Nifuji A, Noda M (2004). Inhibitory helix-loop-helix transcription factors Id1/Id3 promote bone formation in vivo. Journal of Cellular Biochemistry.

[bib34] Mansukhani A, Ambrosetti D, Holmes G, Cornivelli L, Basilico C (2005). Sox2 induction by FGF and FGFR2 activating mutations inhibits Wnt signaling and osteoblast differentiation. The Journal of Cell Biology.

[bib35] Marshall CJ (1995). Specificity of receptor tyrosine kinase signaling: transient versus sustained extracellular signal-regulated kinase activation. Cell.

[bib36] Mendoza MC, Er EE, Blenis J (2011). The Ras-ERK and PI3K-mTOR pathways: cross-talk and compensation. Trends in Biochemical Sciences.

[bib37] Miraoui H, Ringe J, Häupl T, Marie PJ (2010). Increased EFG- and PDGFalpha-receptor signaling by mutant FGF-receptor 2 contributes to osteoblast dysfunction in Apert craniosynostosis. Human Molecular Genetics.

[bib38] Miraoui H, Marie PJ (2010). Fibroblast growth factor receptor signaling crosstalk in skeletogenesis. Science Signaling.

[bib39] Murphy LO, Smith S, Chen RH, Fingar DC, Blenis J (2002). Molecular interpretation of ERK signal duration by immediate early gene products. Nature Cell Biology.

[bib40] Nakakuki T, Birtwistle MR, Saeki Y, Yumoto N, Ide K, Nagashima T, Brusch L, Ogunnaike BA, Okada-Hatakeyama M, Kholodenko BN (2010). Ligand-specific c-fos expression emerges from the spatiotemporal control of ErbB network dynamics. Cell.

[bib41] Newbern J, Zhong J, Wickramasinghe RS, Li X, Wu Y, Samuels I, Cherosky N, Karlo JC, O'Loughlin B, Wikenheiser J, Gargesha M, Doughman YQ, Charron J, Ginty DD, Watanabe M, Saitta SC, Snider WD, Landreth GE (2008). Mouse and human phenotypes indicate a critical conserved role for ERK2 signaling in neural crest development. Proceedings of the National Academy of Sciences of USA.

[bib42] Ornitz D, Marie P (2002). FGF signaling pathways in endochondral and intramembranous bone development and human genetic disease. Genes & Development.

[bib43] Owens DM, Keyse SM (2007). Differential regulation of MAP kinase signalling by dual-specificity protein phosphatases. Oncogene.

[bib44] Pawson T (2004). Specificity in signal transduction: from phosphotyrosine-SH2 domain interactions to complex cellular systems. Cell.

[bib45] Rattanasopha S, Tongkobpetch S, Srichomthong C, Siriwan P, Suphapeetiporn K, Shotelersuk V (2012). PDGFRa mutations in humans with isolated cleft palate. European Journal of Human Genetics: EJHG.

[bib46] Raucci A, Bellosta P, Grassi R, Basilico C, Mansukhani A (2008). Osteoblast proliferation or differentiation is regulated by relative strengths of opposing signaling pathways. Journal of Cellular Physiology.

[bib47] Santos SD, Verveer PJ, Bastiaens PI (2007). Growth factor-induced MAPK network topology shapes Erk response determining PC-12 cell fate. Nature Cell Biology.

[bib48] Schmahl J, Raymond CS, Soriano P (2007). PDGF signaling specificity is mediated through multiple immediate early genes. Nature Genetics.

[bib49] Simon MA (2000). Receptor tyrosine kinases: specific outcomes from general signals. Cell.

[bib50] Soriano P (1997). The PDGF α receptor is required for neural crest cell development and for normal patterning of the somites. Development.

[bib51] Sun C, Bernards R (2014). Feedback and redundancy in receptor tyrosine kinase signaling: relevance to cancer therapies. Trends in Biochemical Sciences.

[bib52] Tallquist MD, French WJ, Soriano P (2003). Additive effects of PDGF receptor β signaling pathways in vascular smooth muscle cell development. Plos Biology.

[bib53] Tallquist MD, Soriano P (2003). Cell autonomous requirement for PDGFRalpha in populations of cranial and cardiac neural crest cells. Development.

[bib54] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, Salzberg SL, Wold BJ, Pachter L (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nature Biotechnology.

[bib55] Traverse S, Seedorf K, Paterson H, Marshall CJ, Cohen P, Ullrich A (1994). EGF triggers neuronal differentiation of PC12 cells that overexpress the EGF receptor. Current biology.

[bib56] Trokovic N, Trokovic R, Mai P, Partanen J (2003). Fgfr1 regulates patterning of the pharyngeal region. Genes & Development.

[bib57] Vasudevan HN, Soriano P (2014). Article SRF regulates craniofacial development through selective recruitment of MRTF cofactors by PDGF signaling. Developmental Cell.

[bib58] Verzi MP, Agarwal P, Brown C, McCulley DJ, Schwarz JJ, Black BL (2007). The transcription factor MEF2C is required for craniofacial development. Developmental Cell.

[bib59] Volinsky N, Kholodenko BN (2013). Complexity of receptor tyrosine kinase signal processing. Cold Spring Harbor Perspectives in Biology.

[bib60] Wang C, Chang JY, Yang C, Huang Y, Liu J, You P, McKeehan WL, Wang F, Li X (2013). Type 1 fibroblast growth factor receptor in cranial neural crest cell-derived mesenchyme is required for palatogenesis. The Journal of Biological Chemistry.

[bib60a] Won M, Park KA, Byun HS, Kim YR, Choi BL, Hong JH, Park J, Seok JH, Lee YH, Cho CH, Song IS, Kim YK, Shen HM, Hur GM (2009). Protein kinase SGK1 enhances MEK/ERK complex formation through the phosphorylation of ERK2: Implication for the positive regulatory role of SGK1 on the ERK function during liver regeneration. Journal of Hepatology.

[bib61] Wu M, Li J, Engleka KA, Zhou B, Lu MM, Plotkin JB, Epstein JA (2008). Persistent expression of Pax3 in the neural crest causes cleft palate and defective osteogenesis in mice. The Journal of Clinical Investigation.

[bib62] Xian L, Wu X, Pang L, Lou M, Rosen CJ, Qiu T, Crane J, Frassica F, Zhang L, Rodriguez JP, Xiaofeng Jia, Shoshana Yakar, Shouhong Xuan, Argiris Efstratiadis, Mei Wan, Xu Cao (2012). Matrix IGF-1 maintains bone mass by activation of mTOR in mesenchymal stem cells. Nature Medicine.

[bib63] Yamamoto T, Ebisuya M, Ashida F, Okamoto K, Yonehara S, Nishida E (2006). Continuous ERK activation downregulates antiproliferative genes throughout G1 phase to allow cell-cycle progression. Current Biology.

[bib64] Ying Q-L, Wray J, Nichols J, Batlle-Morera L, Doble B, Woodgett J, Cohen P, Smith A (2008). The ground state of embryonic stem cell self-renewal. Nature.

How the deposited data were processed for this re-analysis (not part of the article)

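The data are RNA-seq of primary MEPM cells from E13.5 mouse embryos in 22 samples of 10 conditions: PDGFA or FGF1 alone for 4 hr with 3 samples each, and each ligand with PD325901 or LY294002 for 1 or 4 hr with 2 samples each. Per the submitters' notes, the authors called bases with CASAVA, aligned reads to mm10 with TopHat and calculated FPKM (fragments scaled to transcript length and to mapped fragments) with Cuffdiff, whose versions are not given. The deposited table gives 1 FPKM per gene and condition, pooled over the replicates, in 23286 entries, of which 22749 carry 1 gene symbol and 5085 are 0 in every condition. The 1999 entries of the paper's supplementary FPKM table that could be read were checked and equal the deposited values. Another 3 columns, which hold conditions from another series, were not used here. The paper's methods give a range of reads per sample. The table gives no counts, so no precision was calculated for single values.

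Ratios were calculated from FPKM without a pseudocount and without further scaling, among entries with FPKM above 1 in either compared condition, and within the paper's own gene lists without that minimum. For list medians log2 ratios were limited to 5 in size, and folds of single genes were not. With pooled values no test could be made, and a gene was counted as higher or lower at 1.5-fold or more. Entries of small RNAs, 791 in all, were kept in the counts. The ligands were compared at 4 hr alone and at 1 and 4 hr under each inhibitor, each inhibitor with ligand alone at 4 hr, and the inhibitors with each other at 1 and 4 hr, in 13 comparisons. The paper's lists were read from its supplement and matched by their FPKM values, which gave 404 FGF genes, 325 PDGF genes and 113 genes of 1 hr.

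Before the deposited table was read, but after values in the paper's supplement had been seen, 37 gene lists with 411 genes were fixed, 6 of them of cell types and 31 compared. Of these genes, 10 had no entry of their own. In 403 combinations of list and comparison, 136 stood apart by the rule given with the 4 hr ligand data, with random lists matched on mean expression in 20 bins. The percent of genes past the size rule in the paper's lists was set beside 1000 random lists matched in the same way. Overlaps are given beside the number expected if independent and beside simulated unchanged genes. These had the noise of the closest pair of conditions, without an offset of the ligand-alone conditions and without the choice that made the lists. Principal components and correlations used log2(FPKM + 1) of 12298 genes with FPKM above 1 in at least 1 condition.

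Genes were named by a rule fixed in advance: genes the paper names, the 6 largest rises and falls of each comparison with FPKM of at least 5 in the higher condition, and up to 4 members of each list with the largest change. From the second part, 29 entries of small RNAs were passed over, a choice made after their values were seen. Values of some genes that the rule names are not reported here. Values in the paper's supplement had been seen beforehand. The share of a gene's 31-base words that occur in other genes was calculated from the GRCm38 transcripts, and gene positions are those of GRCm38.

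Alternatives were a milder size rule and that of 2-fold, pseudocounts of 0.1 and 1, rescaling of each condition by its median ratio, FPKM of at least 5, no filter, another reference condition, and, for the similarity of conditions, another offset, all entries and rank correlation. The procedure was tested on simulated data. With noise of SD 0.1 in log2 for every gene, all 200 genes changed 3-fold were found and 2 of 11149 unchanged genes were called. With noise by expression, from SD 0.5031 in the lowest bin to 0.0713 in the highest as estimated from the closest pair of conditions, 198 of 200 were found and 407 of 11328 unchanged genes (3.59%) were called, 8 of them above the median FPKM, so calls of weakly expressed genes are the least certain. In both, 10 of 10 lists changed 2-fold and 0 of 10 unchanged lists stood apart. The noise was drawn for each gene separately and the lists were of random genes. Shifts between libraries that related genes share were therefore not simulated. The 0 of 10 does not show how often such shifts set a list apart. Calculations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.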

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

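The tests of the cholesterol genes described here were chosen only after their fall had been seen. The gene lists below are lists that the paper does not discuss, fixed in advance, whose median log2 ratio was at least 0.5 in size and lay in the outermost 0.1% of random lists on either side.

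With PI3K inhibition, genes of lipid synthesis fell with both ligands. The cholesterol synthesis and uptake genes had a median log2 ratio of -1.69 with FGF and -1.94 with PDGF, and all 22 measured genes were lower with each. Fatty acid synthesis had medians of -0.99 and -1.34, with *Fasn*, the fatty acid synthase, at 21.8 against 62.7 FPKM with PDGF.

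Scaling of the libraries does not explain the cholesterol genes, since after rescaling the smaller of the falls with LY was still -1.70. That the ligand-alone conditions stand apart from the inhibitor conditions does not explain it either, since at least 22 members were lower with LY than with PD in each comparison of the inhibitors. A response to PI3K inhibition fits, since the list stood apart in 4 of 4 comparisons of LY with PD. An effect of LY on targets other than PI3K predicts the same values and was not tested.

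FOXO target genes, which PI3K signaling holds down, were higher with LY, at medians of 0.74 with FGF and 0.96 with PDGF, and with PDGF + PD at 0.59. *Ccng2*, a cyclin gene of resting cells, was at 49.9 FPKM with PDGF + LY and 26.6 with PDGF + PD against 16.6, and *Klhl24* at 26 with FGF + LY against 6.18. Amino acid stress genes of ATF4 had medians of -0.54 with FGF + LY and -0.52 with PDGF + LY, and *Psph*, of serine synthesis, was at 17.8 against 38.7 FPKM. Glucose uptake and glycolysis genes had a median of -0.72 with PDGF + LY. They were lower with PDGF + PD as well, so an offset of the ligand-alone conditions is not excluded.

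Cell cycle genes were lower with inhibitors than with ligand alone. G1/S genes had medians of -0.64 with FGF + PD, -0.63 with FGF + LY, -0.43 with PDGF + PD and -0.71 with PDGF + LY, and G2/M genes of -0.72, -1.33, -0.49 and -1.13. For G1/S genes PD against LY did not stand apart, at 0.17 with FGF and 0.26 with PDGF, so an offset of the ligand-alone conditions is not excluded. G2/M genes were higher with PD than with LY, at 0.55 and 0.77. *Mcm5*, a replication helicase gene, was at 4.94 FPKM with FGF + PD and 4.12 with FGF + LY against 9.1 with FGF, and *Plk1*, a mitotic kinase gene of whose 31-base words 14.8% occur in other genes, at 4.32 with PDGF + LY against 13.8 with PDGF. Replication-dependent histone genes were higher with LY, at medians of 1.00 with FGF and 1.33 with PDGF, and many of them share sequence, such as *H3c4* with 27.6%. Whether their mRNAs gained poly-A tails was not tested.

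Ribosome biogenesis genes had medians of 0.58 for FGF over PDGF, -0.59 with FGF + PD, -0.38 with FGF + LY, -0.49 with PDGF + PD and -0.76 with PDGF + LY, and PD against LY did not stand apart with either ligand, at -0.16 and 0.29. *Nolc1*, a nucleolar gene, was at 14.6 FPKM with FGF + PD against 33.9. Cytosolic ribosomal proteins had a median of -0.53 with PDGF + PD, with *Rpl3*, of whose words 35.6% are shared, at 28.8 against 63.4 FPKM. The ETV transcription factors had a median of -4.83 with FGF + PD, and *Etv1* was at 0.0586 FPKM. Cytokine and prostaglandin genes had medians of 0.90 for FGF over PDGF and -1.01 with FGF + PD.

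Plasminogen activation genes had medians of 1.18 for FGF over PDGF, -0.85 with PDGF + PD and -1.43 with PDGF + LY, without PD and LY standing apart from each other (-0.03), with *Plaur* at 13.8 and 5.22 FPKM against 24.8. Collagen and matrix genes had a median of 0.68 with FGF + LY, *Postn*, which encodes periostin, at 1793 against 624 FPKM. *Postn* was lower with both ligands alone than in every inhibitor condition, at 1364 FPKM with FGF + PD, so its value is not particular to LY. This list also counts *Col1a1*, which is listed at 0 with FGF alone. Explanations of these lists were not tested.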

How the results depend on the processing

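Of 326 values that answer a comparison, recalculated under alternatives, 243 stayed the same and 83 moved. Single counts and percents cannot change direction, but the balance between pairs of them turned in places. Genes higher with FGF or PDGF at 4 hr went from 507 and 763 to 171 and 123 at 2-fold. Under LY they went from 1037 and 1102 to 444 and 345 at 2-fold, 826 and 659 with a pseudocount of 1, and 744 and 479 with FPKM of at least 5. FGF genes higher or lower with LY went from 24.0% and 19.1% to 8.91% and 11.4% at 2-fold, and 1 hr genes lower or higher with PD than LY in PDGF-treated cells from 26 and 23 to 17 and 17 with FPKM of at least 5. The cause was not tested. A count was called the same within 1.5-fold of the reported count, and a percent within its 95% binomial interval. Of 408 recalculated list medians, 395 stayed the same, 13 moved (8 with a pseudocount of 1 and 5 with FPKM of at least 5) and 0 changed sign. Of the 136 combinations in which a list stood apart, 133 still did with a pseudocount of 1, 136 after rescaling and 119 with FPKM of at least 5. All alternatives were set before the data were examined except leaving out the small RNAs and leaving out the genes that set ligand alone apart, which were chosen after seeing the data and moved 0 of 10 and 0 of 18 values. The last of these removed only the 132 entries that lay furthest apart. A smaller offset of the ligand-alone conditions at other genes would remain, so robustness to such an offset was not tested. Rescaling each condition to its median moved 0 of 50 values, and the same held for the rank correlation, the other log offset, all table entries in the similarity of conditions, the summing of entries of a gene symbol, and FGF + PD compared with FGF + LY.

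With the milder size rule, which by construction passes more genes, 1317 genes were higher with FGF and 1958 with PDGF at 4 hr. Of the FGF genes, 77.5% were lower with PD, 30.7% lower and 34.9% higher with LY, 25.2% lower with PD and higher with LY, and 7.18% within the rule with both, and 32.6% of those lower with PD were higher with LY. Of the PDGF genes, 16.9% were lower and 40.3% higher with PD, 38.2% lower and 20.6% higher with LY, and 22.5% within the rule with both, and 33.1% of those lower with LY were lower with PD. Of the 1 hr genes, 15 were higher with PD than LY with FGF, 40 lower and 38 higher with PDGF, and 7 higher with PDGF than FGF under PD. At 4 hr under PD, 2014 genes were higher with FGF and 2874 with PDGF, and under LY 2164 and 2325. LY raised 15 proliferation genes with FGF, and PD 7 skeletal genes with PDGF.

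With a size rule of 2-fold, which passes fewer genes, the same counts at 4 hr were 171 with FGF and 123 with PDGF, so the excess of genes higher with PDGF over those higher with FGF is not kept. Of the FGF genes, 46% were lower and 1.73% higher with PD, 11.4% lower and 8.91% higher with LY, 3.71% lower with PD and higher with LY, 45% within the rule with both, and 8.06% of those lower with PD were higher with LY. Of the PDGF genes, 3.38% were lower and 13.2% higher with PD, 14.8% lower and 3.38% higher with LY, 12.9% lower with LY alone and 70.8% within the rule with both. Of the 1 hr genes, 4 were higher with PD than LY with FGF, 13 with PDGF, and 27 higher with FGF than PDGF under PD. At 4 hr under PD, 242 genes were higher with FGF and 620 with PDGF, and under LY 444 and 345. Of the proliferation genes, 21 were higher with FGF and 2 higher with LY in FGF-treated cells, and 7 skeletal genes were higher with PDGF.

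With a pseudocount of 1, 444 genes were higher with PDGF at 4 hr. Of the FGF genes, 57.9% were lower with PD, 19.6% higher with LY, 11.4% lower with PD and higher with LY, 29.2% within the rule with both, and 19.7% of those lower with PD were higher with LY. Of the PDGF genes, 19.7% were higher with PD, 18.5% lower with LY, 14.8% lower with LY alone and 56.3% within the rule with both. Under PD, 1 of the 1 hr genes was higher with PDGF than FGF, and at 4 hr 978 genes were under PD and 659 under LY. With a pseudocount of 0.1, 2 of the 1 hr genes were higher with PDGF under PD. Adding a constant shrinks the ratios of weakly expressed genes by construction.

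With FPKM of at least 5, 427 genes were higher with PDGF at 4 hr, 12.5% of the FGF genes were lower with LY and 28% within the rule with both inhibitors. Of the PDGF genes, 16.7% were lower with LY, 12% lower with LY alone and 55.4% within the rule with both, and 28.2% of those lower with LY were lower with PD. Of the 1 hr genes, 17 were lower with PD than LY with PDGF and 0 higher with PDGF than FGF under PD. At 4 hr, 636 genes under PD and 479 under LY were higher with PDGF, and LY lowered 2 skeletal genes with PDGF. With no filter on FPKM, which adds weakly expressed genes, 1323 genes were higher with FGF and 2110 with PDGF, under PD 1204 and 2798, and under LY 1675 and 2105. With PDGF + LY compared with PDGF + PD, 33.5% of the PDGF genes were lower and 4% higher, and the cause was not tested.

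No paired analysis was possible because the deposited table holds pooled values and no replicate values. For the same reason leaving out each replicate in turn and a replicate block were not run. The paper gives a range of reads per sample and the table gives no counts, so the precision of single ratios at low FPKM was not calculated, and the counts that moved with the pseudocount and the FPKM minimum are limited by it.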

Differences from the paper's values

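The paper's calls of genes lowered or raised by an inhibitor rest on a t-test of replicates at p below 0.1, and the values here on a ratio of 1.5-fold between pooled values, so the thresholds differ in all comparisons of shares and counts that follow. The supplement's inhibitor table holds 405 FGF and 323 PDGF genes, against 404 and 325 here, and its genes without a p value (27 FGF genes with PD and 30 with LY, 7 and 6 PDGF genes) are counted as not called. Values are said to differ when one is more than 1.5 times the other. Within that limit, the share of FGF genes lower with PD was 65.1% here and 52% in the paper, and the share passing the rule with neither inhibitor 22.8% here and 34% in the paper.

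The paper's share of FGF genes repressed by PI3K inhibition alone is 5%, and the share here was 2.97%. Among the alternatives set before the data were examined, the values no longer differ at the milder size rule (4.21%), and still differ at 2-fold (2.72%), with FPKM of at least 5 (2.37%), with a pseudocount of 0.1 or 1, and after rescaling. The paper's supplement calls 7 FGF genes higher with PD, and 15 were higher here. The counts no longer differ at 2-fold, with 7, and still differ at the milder rule (22), with the pseudocounts (14 and 13), after rescaling (15) and with FPKM of at least 5 (11). The supplement calls 53 PDGF genes higher with PD, and 83 were higher here, of which 27 were called by both. The counts no longer differ at 2-fold (43), with the pseudocounts (79 and 64) and with FPKM of at least 5 (61), and still differ at the milder rule (131) and after rescaling (85). The supplement calls 55 PDGF genes higher with LY, and 35 were higher here, with 26 in common. The counts no longer differ at the milder rule (67), and still differ at 2-fold (11), with the pseudocounts (35 and 31), after rescaling (36) and with FPKM of at least 5 (29).

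The paper's PC1 holds 44.57% of the variance and its PC2 17.72%, in an analysis of 13 conditions on centered, median normalized data. Over the pooled values of the 10 conditions used here, as log2(FPKM + 1), PC1 held 27.45% and PC2 26.62%. PC1 still differs with log2(FPKM + 0.1), at 26.09%, and with all table entries, at 27.12%. PC2 stays above the paper's value in each case, and with log2(FPKM + 0.1), at 24.98%, and with all entries, at 26.32%, it comes within the limit of 1.5 times. The paper's input to the components was not rebuilt here, and the difference between the inputs was not tested.

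The paper names *Fos* with *Fosb* and *Dusp6* among the ERK target genes raised by FGF with LY294002, in a passage on 1 and 4 hr. At 4 hr *Fos* was at a log2 ratio of -0.08 to FGF alone, while *Fosb* at 0.79, *Junb* at 0.69 and *Dusp6* at 1.08 were higher. At 1 hr no ligand-alone values were used, so the 1 hr part of the statement was not examined here. By qPCR, the paper also reports superinduction of *Fos*, *Fosb* and *Junb* with FGF and LY294002, and by Western blot a higher pERK signal. These separate experiments were not examined here.

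The paper states that many proliferation genes are reduced by MEK inhibition and induced by PI3K inhibition, with the opposite for differentiation genes. Of its 36 proliferation genes, 25 were lower and 1 was higher with FGF + PD, while with FGF + LY 9 were higher, 8 lower and the rest within 1.5-fold. Between FGF + PD and FGF + LY, 25 were lower and 5 higher with PD. Of its 16 skeletal differentiation genes, 10 were higher and 1 was lower with FGF + PD, 5 were higher and 6 lower with FGF + LY, and 8 were higher and 2 lower with FGF + PD than with FGF + LY. In PDGF-treated cells, 4 were higher and 1 was lower with PDGF + PD, and 4 were lower and 1 was higher with PDGF + LY.

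The paper states that PI3K inhibition lowered many of the PDGF-induced genes with craniofacial phenotypes. Of its 21 genes, 3 were lower with PDGF + LY, *Sox9* at a log2 ratio of -1.26, *Nkd1* at -1.12 and *Gli2* at -0.72, while 2 were higher and 16 stayed within 1.5-fold. With PDGF + PD, 7 were higher and 2 lower. In FGF-treated cells 14 were higher and 1 was lower with PD, 6 were lower and 5 higher with LY, and 12 were higher and 1 was lower with PD than with LY. *Gli2* was chosen after its values were seen.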

Other observations

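*Cyp1a1*, a detoxifying oxidase gene, was at 7.27 FPKM with PDGF + PD and 4.25 with FGF + PD at 1 hr, against 0.0739 and 0.075 with LY, which alone does not separate a rise with PD from a fall with LY. At 4 hr it was at 3.87 FPKM with PDGF + PD and 0.0711 with PDGF alone. *Ahrr*, which encodes a repressor of the aryl hydrocarbon receptor, was at 11.6 against 1.61 FPKM with PDGF at 1 hr, and at 10.1 against 1.21 with PDGF alone at 4 hr.

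Interferon-stimulated genes were lower with FGF than with PDGF under both inhibitors, with 7 of 9 lower under PD (median log2 ratio -1.12) and 5 under LY (-0.67). YAP-TEAD target genes were higher with FGF + PD than with PDGF + PD in 5 of 8 cases (0.79), *Ccn2* at 914 against 143 FPKM. *Bcl2l11*, which encodes a protein that promotes cell death, was at 11.6 FPKM with FGF + LY against 3.82 with FGF, and *Pdgfra* was at 9.47 with PDGF + PD and 5.27 with PDGF + LY. The Wnt genes *Wnt10b* and *Wnt11* were at 6.39 and 5.15 FPKM with PDGF + PD, against 1.04 and 0.776 with PDGF + LY.

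Replication-dependent histone genes were lower with PD than with LY at 1 hr, in all 10 measured cases with FGF (median log2 ratio -2.50) and with PDGF (-2.13). *H1f1* was at 0.362 FPKM with FGF + PD and 10.5 with FGF + LY. *Xist*, expressed from the inactive X chromosome, was at 6.22 FPKM with PDGF and 2.71 with FGF at 4 hr and at 31 with FGF + LY at 1 hr, and the Y-linked gene *Ddx3y* at 21.3, 24.1 and 16.4. *Thbs1*, which encodes a matrix protein, was listed at 0 with PDGF alone at 4 hr, at 2227 FPKM with FGF alone, and between 1382 and 2123 FPKM in all 8 inhibitor conditions, with PDGF as with FGF, so the 0 cannot be read as a difference between the ligands. *Xist*, *Ddx3y* and *Thbs1* were chosen after their values were seen.

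Both ligand-alone conditions lay apart from all 8 inhibitor conditions at 132 table entries, 61 higher and 71 lower, while the next of 45 pairs of conditions lay apart at 93. Among the genes of this pattern, *Eno1* was at 129 and 119 FPKM with PDGF and FGF alone and at no more than 73.7 with an inhibitor, and its near copy *Eno1b* went the other way. Reads shared between paralogs fit, since the mean share of 31-base words was 10.92% against 3.66% in random lists, at percentile 100.0. Of the 121 genes, 9 (7.44%) shared 50% or more, against 1.12% of all expressed genes. Many others shared none, such as *Map2*, *Rprm* and *Fgf2* at 0.0%. For those genes shared reads give no explanation, so the fit is for a part of the genes only. A bias with transcript length fits as well, since the median length of 2691 bases lay at percentile 0.1 of random lists, whose median was 3354. That median pools genes higher and genes lower with ligand alone, and their lengths were not compared. Long transcripts such as *Dsp* (9592 bases) and *Neat1* (20771 bases) were among the lower genes, so the pooled median does not describe all of them. Whether another batch of libraries, or the 3 samples pooled per ligand-alone condition against 2, set these 132 apart cannot be told from the table. No biological explanation was tested.

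The choice of the FGF genes on the 4 hr FGF values was tested as the cause of their fall with PD. Of them, 61.39% were lower with FGF + PD than with FGF + LY, a comparison without the 4 hr FGF values. The choice cannot be the whole cause of this difference between the inhibitors. Rises with LY, which left 97 of the 404 genes higher, can add to the difference, so it does not decide for the fall with PD itself. The predictions for paralogs and transcript length were written before their results were seen, and those of the other tests after.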
